# Comparative transcript profiling of alloplasmic male-sterile lines revealed altered gene expression related to pollen development in rice (*Oryza sativa* L.)

**DOI:** 10.1186/s12870-016-0864-7

**Published:** 2016-08-05

**Authors:** Jihong Hu, Guanglong Chen, Hongyuan Zhang, Qian Qian, Yi Ding

**Keywords:** Cytoplasmic male sterility, *Oryza sativa* L., Microarray, Sporophytic, Gametophytic, Pollen development

## Abstract

**Background:**

Cytoplasmic male sterility (CMS) is an ideal model for investigating the mitochondrial-nuclear interaction and down-regulated genes in CMS lines which might be the candidate genes for pollen development in rice. In this study, a set of rice alloplasmic sporophytic CMS lines was obtained by successive backcrossing of Meixiang B, with three different cytoplasmic types: D62A (D type), ZS97A (WA type) and XQZ-A (DA type).

**Results:**

Using microarray, the anther transcript profiles of the three *indica* rice CMS lines revealed 622 differentially expressed genes (DEGs) in each of the three CMS lines compared with the maintainer line Meixiang B. GO and MapMan analysis indicated that these DEGs were mainly involved in lipid metabolism and cell wall organization. Compared with the gene expression of sporophytic and gametophytic CMS lines, 303 DEGs were identified and 56 of them were down-regulated in all the CMS lines of rice. These down-regulated DEGs in the CMS lines were found to be involved in tapetum or cell wall formation and their suppressed expression might be related to male sterility. Weighted gene co-expression network analysis (WGCNA) revealed that two modules were significantly associated with male sterility and many hub genes that were differentially expressed in the CMS lines.

**Conclusion:**

A large set of putative genes involved in anther development was identified in the present study. The results will give some information for the nuclear gene regulation by different cytoplasmic genotypes and provide a rich resource for further functional research on the pollen development in rice.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12870-016-0864-7) contains supplementary material, which is available to authorized users.

## Background

Cytoplasmic male sterility (CMS) is a maternally inherited trait that cytoplasmically determines the inability to produce functional pollen in flowering plant [1]. CMS cytoplasm has often been discovered in wild germplasm or is obtained by inter- or intra-subspecies backcrossing [2]. In China, the success in breeding hybrid rice cultivars has been largely due to the utilization of CMS resources without laborious emasculation [3]. In the past few decades, many types of CMS lines have been developed and used in hybrid breeding in China, such as wild abortive (WA) type, dwarf-wild-abortive (DA) type, Honglian (HL) type, Dissi (D) type, Indonesia paddy (ID) type and Maxie type and so on [4, 5]. Many of these CMS lines are sporophytic and their pollen grains are irregularly shaped and unstainable with 1 % I_2_–KI solution [4]. One of the WA-CMS lines is the ZS97-A which has been widely used in the hybrid rice breeding in the past years. Compared with ZS97-A, the D62-A (D type) CMS line has more second branches. In addition, Xieqingzao A (XQZ-A), a DA-CMS line, originated from dwarf wild rice in Jiangxi, China and its anther is small without cracking [6].

In addition to their commercial use, CMS studies contribute to a better understanding of the incompatibilities of the nuclear–mitochondrial intracellular genomic barrier. It is well documented that a specific cytoplasm containing an unusual chimeric open reading frame (ORF) in the CMS mitochondrial genome is responsible for male sterility [7]. Recently, the mechanism of male sterility in some rice CMS systems was well studied, and the chimeric ORFs were identified. Rice BT-CMS has been known to contain a CMS-associated cytotoxic peptide ORF79, which co-transcribes with an additional copy of *atp6* (B-*atp6*) [8]. In WA-CMS, a new mitochondrial gene, *WA352*, which accumulated preferentially in the anther tapetum, was found to be associated with male sterility. The WA352 inhibited nuclear-encoded mitochondrial protein COX11 and triggered premature tapetal programmed cell death and consequent pollen abortion [9].

In recent years, a new type of CMS line, ZidaoA (ZD-CMS) was developed from the cytoplasm of Yunnan purple rice (patent No. ZL 99 1 20003.9 in China). The pollen abortion of ZidaoA occurred earlier than in other CMS lines such as ZS97A (WA-CMS), YtA (HL-CMS) and MaxieA (MX-CMS), which was revealed by multispectral imaging analysis [10, 11]. Cytological studies of the CMS line MA (ZD-CMS) indicated that the pollens were aborted at the uninucleate microspore stage [11–13]. The CMS line Meixiang A (MA) was derived from the ZD-CMS system by successive backcrossing, and its corresponding maintainer line was Meixiang B (MB) [12, 14]. Previous studies reported that different RNA editing patterns of *atp*9 between MA and MB led to an arginine codon to a termination codon in MB, and the RNA editing events of *cox*2, *atp*6 and *atp*9 were affected by nucleo-cytoplasmic interactions [14, 15]. Quantitative proteomics of MA and MB at uninucleate microspore stage by iTRAQ-based approach showed that the proteins for the stress response and carbohydrate metabolism were down-regulated in MA [12].

Although CMS is mainly caused by a mitochondrial chimeric ORF, the mechanism of cytoplasmic-specific dysfunctions in CMS remains unresolved. CMS is an ideal model for investigating mitochondrial-nuclear interactions and discovering the genes that are essential for pollen development [4]. Therefore, analysis of downstream reactions under CMS conditions will give some insights into mitochondrial-nuclear incompatibility. Additionally, the significant differentially expressed genes between the CMS lines and the maintainer line might be candidate genes for pollen development in rice. In this study, a set of alloplasmic CMS lines were obtained by successive backcrossing of MB, with three different cytoplasmic types: D62A (D type), ZS97A (WA type) and XieQingZao-A (DA type). By comparing the anther transcript profiles of the three *indica* rice CMS lines, the present study will provide information on nuclear gene regulation by different cytoplasmic genotypes.

## Results

### Dynamic reorganization of the three CMS mitochondrial genomes

To show the mitochondrial genetic differences among the CMS cytoplasms, Southern blotting analysis were performed using probes designed from 6 rice mitochondrial genes (*atp6*, *cob*, *orfB*, *orf152b*, *rpl5* and *rps14*). In these genes, we detected RFLPs among the three CMS lines XQZ-A/MB, D62-A/MB, ZS97-A/MB and the maintainer line MB (Fig. 1). And the polymorphisms were also found among the CMS lines in four genes *rpl5*, *orfB*, *cob* and *orf152b* (Fig. 1a and c). These results showed that mitochondrial genomic organization was different among the three CMS lines and MB. Thus, we could further determine whether mitochondrial genome polymorphisms affected nuclear gene expression.

**Fig. 1:**
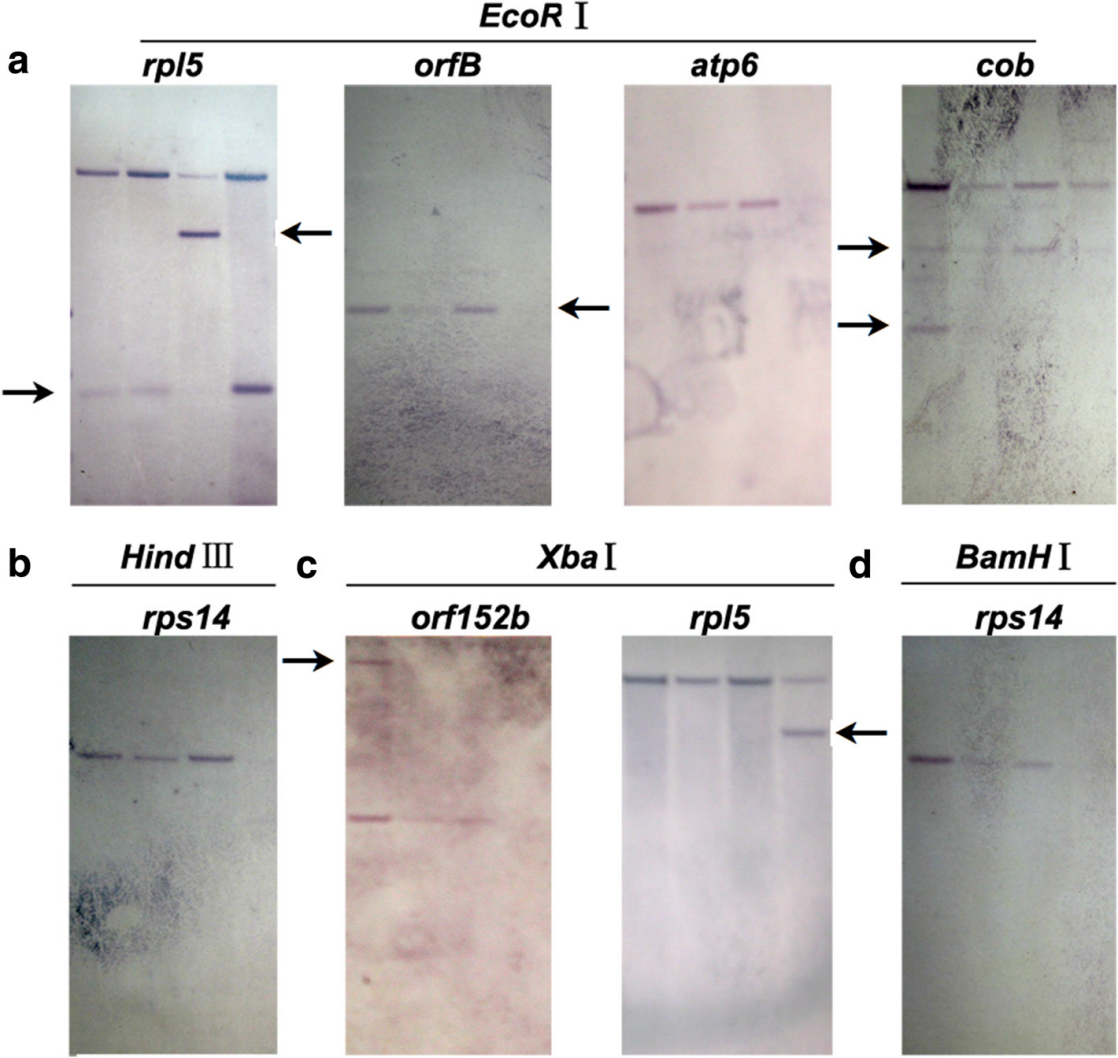
Comparison of the mitochondrial genomic structure of three CMS lines and the maitainer line by Southern blotting analysis. For each restricti on enzyme, from left to right are XQZ-A/MB, ZS97-A/MB, D62-A/MB, Meixiang B (MB). Polymorphisms of the detected probes were shown here. **a** *EcoR* I, **b** *Hind* III, **c** *Xba* I, and **d** *BamH* I

### Cytological characteristics of the CMS lines

According to the phenotypes of the abortive pollens, the rice CMS system is generally categorized into sporophytic and gametophytic types. Sporophytic male sterility occurs relatively earlier during microspore development, mainly at the uninuleate stage, while gametophytic CMS lines abort at the dinucleate or mature pollen stages [12, 16]. In this study, three sporophytic CMS lines, DA-CMS, WA-CMS and D-CMS, were chosen to compare the phenotypes of the male reproductive tissues to conduct transcriptomic studies. Morphologically, anthers of the three CMS lines were light yellow (Additional file 1: Figure S1 A-C), and their microspores exhibited shrunken pollen phenotypes which were unstainable by I_2_-KI, indicating a lack of starch accumulation (Additional file 1: Figure S1 E-G). However, the anthers of the maintainer line MB were darkly yellow (Additional file 1: Figure S1 D), and an apparent starch accumulation was observed by I_2_-KI (Additional file 1: Figure S1 H). To monitor microspore development, the pollen phenotypes of the CMS lines from tetrad to uninucleate microspores were observed with improved carmine staining. At the tetrad stage, all the CMS lines could yield normal tetragonal tetrads and four haploid daughter cells (Fig. 2a-d). Each of the early uninucleate microspores was also normal (Fig. 2e-h), however, at the later uninucleate microspore stage, all three CMS lines exhibited complete pollen dysfunction (Fig. 2i-k) and only the maintainer line MB had mature pollen grains (Fig. 2l).

**Fig. 2:**
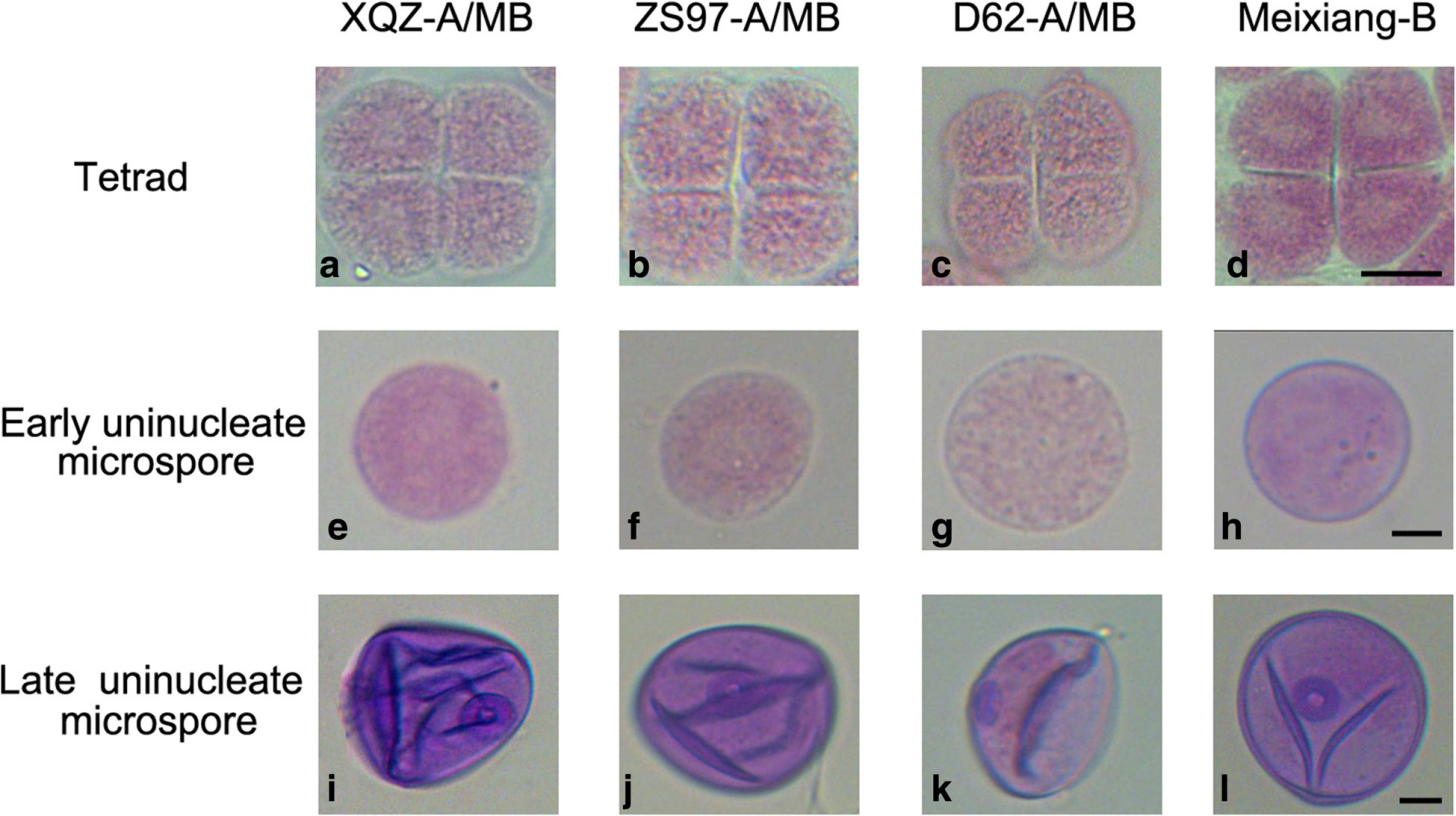
Cytological observation of microspores. The microspore phenotypes of the three CMS lines and the maintainer line Meixiang B at tetrad, early and later uninucleate microspore stages. **a**-**e**-**i**, **b**-**f**-**j**, **c**-**g**-**k** and **d**-**h**-**l** represent the microspore phenotypes of XQZ-A/MB, ZS97-A/MB, D62-A/MB and Meixiang-B at tetrad, early uninucleate microspore, and late uninucleate microspore, respectively

### Differential gene expression in the three CMS lines

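RNA from XQZ-A/MB, ZS97-A/MB, D62-A/MB and the maintainer line Meixiang B (MB) was hybridized to 8 rice gene arrays, with 2 biological replicates for each of the 4 lines. The CMS lines carry cytoplasm of the DA, WA and D types in the nuclear background of MB. The paper describes the tissue as anthers at the uninucleate microspore stage, and the sample labels describe it as young panicles. The deposited values are linear signal intensities, and 25481 probes exceeded 16 on at least 1 array. The labels name the MAS5 algorithm for them, and the paper's methods name Robust Multichip Analysis. The median intensity of an array was 7.65 to 8.15 for replicate 1 and 19.2 to 20.6 for replicate 2, and 42.5% to 65.2% of its probes lay at or below 16. Intensities below 16 were set to 16 and transformed to log2, and limma was fitted to all probes with a coefficient for each line (the unpaired fit). A probe was called at an adjusted p under 0.01 and a change of at least 2-fold, the thresholds in the paper's methods, where the test named is a t test. Arrays with the same replicate number resembled each other more than arrays of the same line did. Therefore limma was also fitted with the replicate number as a term to the 20416 probes with the highest mean intensity (the paired fit), a combination chosen after seeing the data. On simulated data with 100 probes changed 4-fold, the unpaired fit recovered 0% of them and the paired fit 96%, and neither called an unchanged probe. The simulation took its replicate difference and noise from a model with the replicate term, so it favoured the paired fit by design. Only probes well above 16 were changed, so recovery near 16 was not examined. A change is given as the log2 fold change of the means of 2 arrays per line, with its standard error (SE) and adjusted p from the paired fit unless stated otherwise. Where CMS arrays lie at the floor of 16, a fall is the fall to the floor, and the true fall is at least as large. Genes are named by the symbols of the RefSeq annotation through the 15295 probes that lie in 1 gene, and 1838 of 14661 genes have such a symbol. The fold changes that Table S1 prints for XQZ-A/MB and D62-A/MB correspond to arrays labelled with the other of these names. With the 2 columns exchanged, 588 of 620 rows of the table matched a probe within 0.005 log2 units in all 3 lines, and as labelled 2 rows did. The lines are named here as the array labels name them. All comparisons with MB use the same 2 arrays of MB.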

To understand the gene expression profiles in the three CMS lines, microarray experiments were conducted with a GenAtlas Rice (Cn) Gene 1.1 ST Array Strip (ssp. *Indica*). 

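Lower intensities predominated among the probes that differed at least 2-fold from MB in XQZ-A/MB (787 lower and 250 higher, 1037 in total) and in D62-A/MB (534 lower and 246 higher, 780 in total). In ZS97-A/MB, 466 of 1031 such probes were lower, which turned to 460 higher and 523 lower after quantile normalization. The metallothionein gene MT2B, whose product binds metal ions, was lower in each CMS line, with a log2 fold change of -2.67 in D62-A/MB, -2.52 in ZS97-A/MB and -2.61 in XQZ-A/MB (SE 0.43 in each), although in no single line did it pass the threshold (adjusted p = 0.0285, 0.0170 and 0.0158). Its change in the mean of the CMS lines was -2.60 (SE 0.35, adjusted p = 0.00796), with -1.74 between the arrays of replicate 1 and -3.46 between those of replicate 2. GLU15, with 3 CMS arrays at the floor of 16, had a change of -2.81 in the same mean (SE 0.25, adjusted p = 0.00253), and with each array left out in turn its change stayed between -3.27 and -2.34 and its adjusted p reached at most 0.0216. For MT2B the adjusted p reached at most 0.0420. The 2-fold counts carry no test. Probes with a 2-fold change in the same direction between the arrays of both replicate numbers were 613 in XQZ-A/MB, 516 in ZS97-A/MB and 305 in D62-A/MB. In the same order, the 2-fold counts became 2965, 4031 and 3132 without MB replicate 1 and 2510, 1983 and 1654 without MB replicate 2. They became 2634, 2457 and 1687 without replicate 1 of the CMS line itself, and 2393, 2810 and 2463 without its replicate 2. The direction also turned with single arrays. These counts carry no replicate term, and replicate 2 lay above replicate 1 by a median of 0.49 log2 units over the probes above 16. Leaving out 1 array sets 1 replicate number against the mean of both, so such a turn follows from the design. Without MB replicate 2, 1896 probes were higher and 614 lower in XQZ-A/MB, 1609 higher and 374 lower in ZS97-A/MB, and 1324 higher and 330 lower in D62-A/MB. Without replicate 1 of the CMS line itself, 2038 were higher in XQZ-A/MB, 2106 in ZS97-A/MB and 1407 in D62-A/MB. Without MB replicate 1, 2595, 3283 and 2704 were lower, and without replicate 2 of the line itself 2188, 2415 and 2273 were lower.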

Of the total 40,565 probes, 1187, 1697 and 1481 differential probes with at least two-fold change were identified in the three CMS lines XQZ- A/MB, ZS97-A/MB and D62-A/MB, compared to MB, respectively. 

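The paired fit called 358 probes lower and 63 higher than MB in XQZ-A/MB, and 159 lower and 174 higher in ZS97-A/MB. With quantile normalization in addition, also chosen after seeing the data, 224 of 259 calls were lower in XQZ-A/MB and 51 of 71 in ZS97-A/MB, where the balance turned. In D62-A/MB the paired fit called 6, all of them lower, beside 4220 probes with an unadjusted p under 0.05. In any CMS line 600 probes were called. The probes called lower in all 3 lines were 4, and they are named here after their values were seen. They lie in LOC4328039 (mean log2 fold change -4.16 or below, with all 6 CMS arrays at the floor), LOC9267479 (-3.26, with 1 at the floor) and LOC4331197 (-1.66), and 1 of them (probe 16483945, -4.77, with 3 at the floor) lies in no single annotated gene. The unpaired fit called 1 probe, in LOC4340392, which was lower in all 3 lines (-1.02 or below). All 6 CMS arrays of this probe lie at the floor, so its adjusted p of 1.89e-05 rests on values without spread. At an unadjusted p under 0.05 it counted 1418 probes in XQZ-A/MB, 2004 in ZS97-A/MB and 1229 in D62-A/MB. The t test of the methods called 0 probes after adjustment, and at p under 0.05 it counted 943, 932 and 652 probes in the same order. In the paired fit, leaving out either array of a line leaves its other array fitted exactly, so both fits share 1 estimate of the spread. That estimate then comes from the other lines, so a loss of calls need not lie with the array left out. The calls of the paired fit depend on single arrays: without either array of ZS97-A/MB or either array of XQZ-A/MB it called 0 probes in each of the 3 lines, and without MB replicate 2 it called 59 in XQZ-A/MB, 2 in ZS97-A/MB and 1 in D62-A/MB. Without MB replicate 1 it called 358, 325 and 130 probes, and without D62-A/MB replicate 1 it called 498, 345 and 148. Calls in all 3 lines numbered 36 without D62-A/MB replicate 1, 6 without its replicate 2, 116 without MB replicate 1 and 1 without MB replicate 2. With MB replicate 1 left out of the unpaired fit, 84 probes were called in any line and 69 in all 3.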

After being annotated by the RGAP database (http://rice.plantbiology.msu.edu/), a total of 622 differentially expressed genes (DEGs) were found in any one of the three CMS lines and 114 genes of them were shared by the three CMS lines (Fig. 3, Additional files 2, 3, 4 and 5: Figure S2, Figure S3, Table S1 and Table S2). 

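MB stood apart from the CMS lines, and ZS97-A/MB stood apart from XQZ-A/MB, once each replicate number had been centred on its own mean. The first principal component then held 40.1% of the variance, with the MB arrays at -34.8 and -56.6 and the CMS arrays between 7.23 and 26.5. The second held 26.1%, with ZS97-A/MB at -20.7 and -35.4, XQZ-A/MB at 27.8 and 37.1, and D62-A/MB between them at 1.87 and -1.24. Without this centring, 72.3% of the variance lay on a component that separated replicate 1 from replicate 2 of every line, and 11.0% on the next, which separated MB from the CMS lines. Spearman's rank correlation of the log2 intensities, with the floor, across the probes that exceeded it on at least 1 array was 0.906 to 0.957 between arrays with the same replicate number and 0.775 to 0.846 between the replicates of a line. Genes are not independent replicates, so no test is attached to these correlations. After quantile normalization the first component still held 57.6% of the variance, but the lowest linear correlation between arrays with the same replicate number (0.921) lay under the highest between the replicates of a line (0.923).

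**Figure D1:**
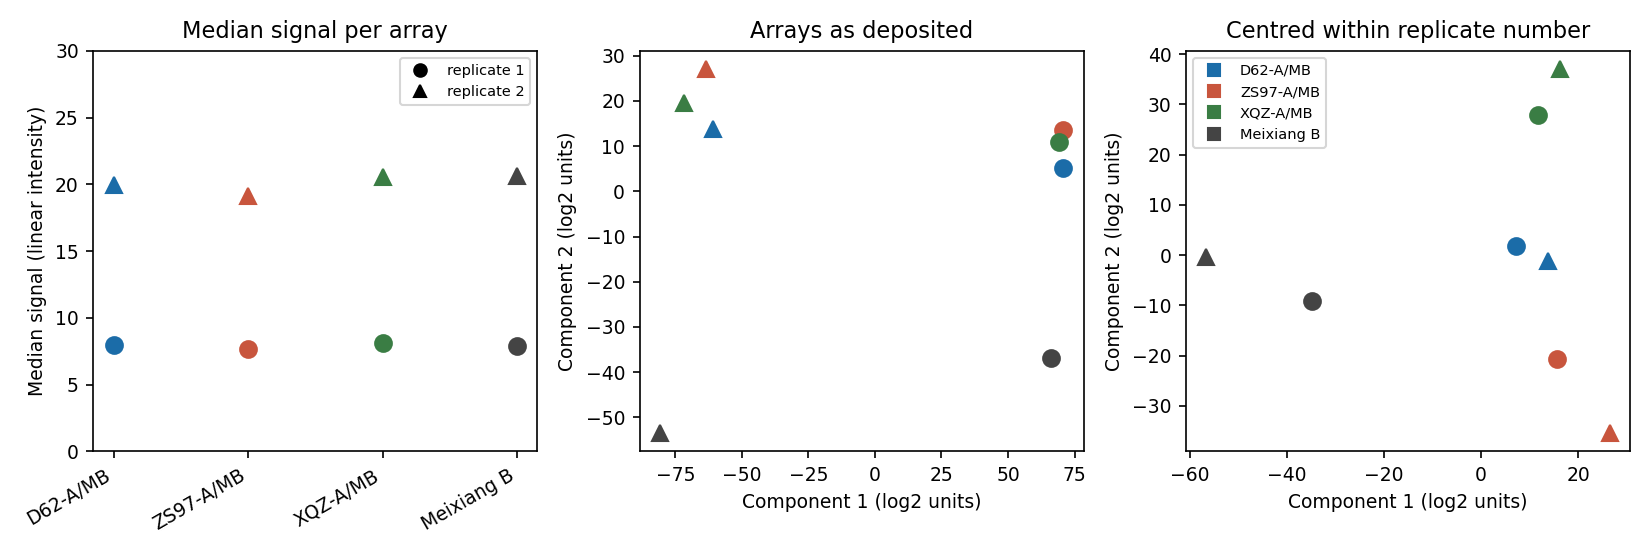
Median intensity of each array (linear scale) and its scores on the first principal components of log2 intensity, as deposited and after centring within each replicate number. Circles are replicate 1, triangles are replicate 2 and colours are the lines as labelled. On the centred axes MB lies at -34.8 and -56.6 on component 1, apart from the CMS lines.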

Hierarchical clustering of the nuclear gene expression profiles of the MB and the CMS lines showed different expression patterns among them (Additional files 3 and 4: Figure S3 and Table S1). Most of the shared genes were down-regulated in the CMS lines, including chalcone synthase (LOC_Os11g32650), WAX2 (LOC_Os10g33250), cytochrome P450 (LOC_Os08g03682, LOC_Os04g48210, LOC_Os04g33370, LOC_Os03g07250), and Invertase/pectin methylesterase inhibitor (PMEI, LOC_Os06g49760). These genes mainly participated in pollen exine formation. 

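Of the genes named here, 2 of beta-glucosidases and 1 of auxin responses were called lower in the mean of the CMS lines, and the flavonoid gene was not called. Os3bglu8, a beta-glucosidase gene, had a log2 fold change of -2.27 in this mean (SE 0.13, adjusted p = 0.00138), with -1.73 in D62-A/MB, -2.42 in ZS97-A/MB and -2.66 in XQZ-A/MB. Os1bglu4, of the same family, lay at the floor of 16 on all 6 CMS arrays and above it on both MB arrays, so that its change of -1.97 (SE 0.14, adjusted p = 0.00157) is an upper bound and the true change is at least as low. IAA30, a repressor of auxin responses, had a change of -1.84 (SE 0.25, adjusted p = 0.00780) with 3 CMS arrays at the floor, and its change was -2.39 between the arrays of replicate 1 and -1.30 between those of replicate 2. The chalcone synthase gene CHS1, an enzyme gene of flavonoid synthesis, did not pass the threshold (-1.74, SE 0.43, adjusted p = 0.0486), and its change was -0.64 within replicate 1 and -2.85 within replicate 2. Of its CMS arrays, 4 lay at the floor, and on plain log2 intensities its change was -2.34 in D62-A/MB, -2.35 in ZS97-A/MB and -2.58 in XQZ-A/MB. These values are of its brightest probe, and with the floor the mean of all its probes changed by -1.24, -1.31 and -1.17 in the same order. Of the genes that Table S2 lists as shared, 106 were matched to a probe by their values. Of these, 93 lay below MB in all 3 lines and 13 above, and in the mean of the CMS lines the paired fit called 72 lower and 11 higher. The list was chosen on these arrays, so its direction is not independent evidence. With each array left out in turn, the adjusted p reached at most 0.0147 for Os3bglu8, 0.0181 for Os1bglu4 and 0.0413 for IAA30, and their directions were kept. WAX2, the cytochrome P450 genes and PMEI are not analysed here, because the annotation used does not tie their identifiers to probes.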

Previous studies reported that chalcone synthase (CHS) synthesizes naringenin chalcone and the inhibition of CHS leads to male sterility in maize and petunia [17, 18]. In Arabidopsis, the WAX2 gene was documented to involve in cuticle membrane and wax production [19]. PMEIs have been thought to be regulators of cell wall stability at the tip of the pollen tube and were demonstrated to participate in pollen tube growth in *Brassica oleracea* [20]. These down-regulated genes in the three CMS lines, will affect pollen exine formation during anther development.

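Several genes of pollen wall lipids and of the cell wall were lower in the mean of the CMS lines, while most tested members of the wall families were not called. OsC6, a lipid transfer protein gene of the tapetum that is needed for the pollen exine, had the largest change of the genes named from lists, with a log2 fold change of -4.20 (SE 0.29, adjusted p = 0.00147, and -3.89 and -4.52 within the replicate numbers). It was the only member of the exine and anther cuticle list that could be tied to a probe. OsC4, known from anther cDNA, changed by -3.07 (SE 0.18, adjusted p = 0.00138), with -2.27 in D62-A/MB, -2.79 in ZS97-A/MB and -4.15 in XQZ-A/MB. BC1L9, a COBRA-like gene of cell wall assembly, changed by -1.91 (SE 0.13, adjusted p = 0.00147). The following families were set after the annotation was seen, and EXPA2, EXPA7 and CESA6 were chosen after their values were seen. Of 34 expansins, wall-loosening proteins, 21 were tested and 3 fell (-1.43 for EXPA5, -1.12 for EXPA2 and -1.03 for EXPA7), and the family had a median of -0.31. It was lower than other genes by camera at its preset correlation (adjusted p = 0.000366), which did not hold with an estimated correlation (adjusted p = 0.136). Of 22 beta-glucosidases, 11 were tested, 2 fell and 4 had a positive change, with a family adjusted p of 0.0284 (0.390 with an estimated correlation). Of 20 cellulose synthases and related genes, 14 were tested, 0 were called by limma (4 at an unadjusted p under 0.05) and the family adjusted p was 0.292, and CESA6 had a change of -0.76 (adjusted p = 0.0119). With each array left out in turn, the change of OsC6 stayed between -4.52 and -3.89 with an adjusted p of at most 0.0172, and those of OsC4 and BC1L9 reached 0.0144 and 0.0168. The 3 expansins reached 0.0255, 0.0371 and 0.0585 in the order given. From the reported roles of chalcone synthase in male sterility, of WAX2 in the cuticle and of PMEI in pollen tube growth, the paper reasons that lower expression of such genes affects the pollen exine.

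**Figure D2:**
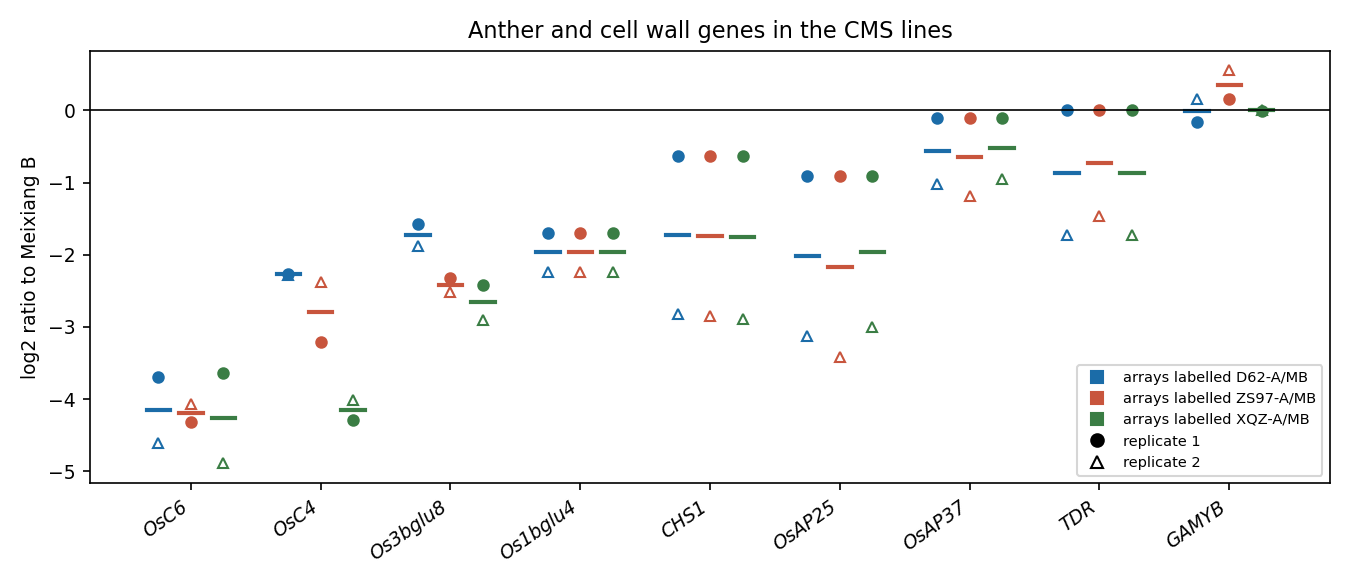
Log2 ratio of each CMS array to the MB array of the same replicate number for 9 anther and cell wall genes, with intensities below 16 set to 16. Circles are replicate 1, triangles are replicate 2, bars are their means and colours are the lines as labelled. OsC6 lies lowest, with a mean over the lines of -4.20, and GAMYB lies near 0.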

**Fig. 3:**
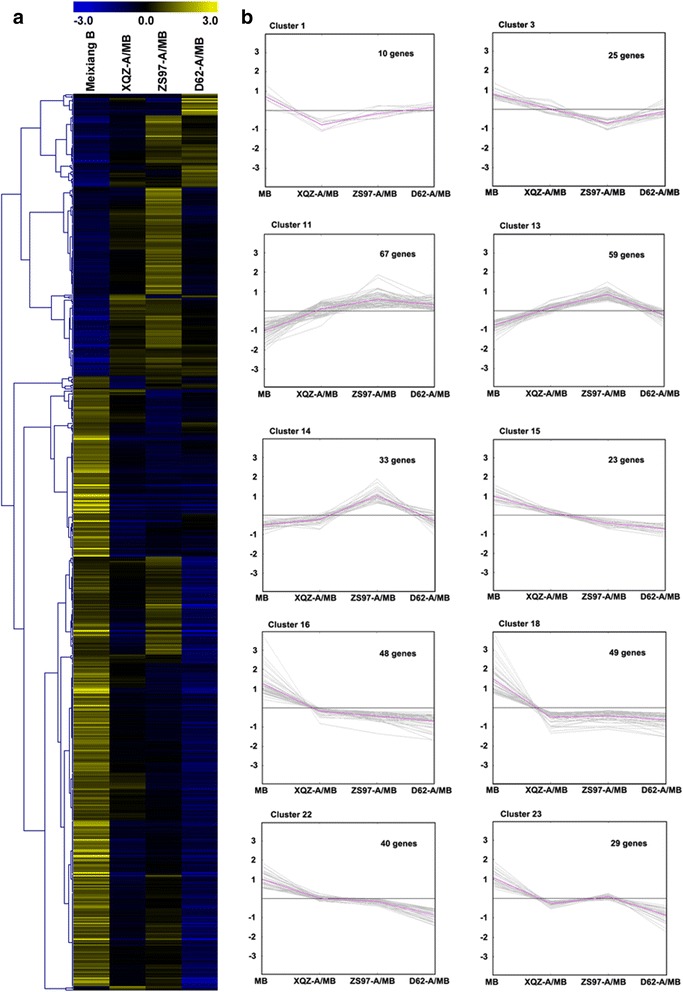
Clustering analysis of 622 DEGs in the three CMS lines and the maintainer line Meixiang B. **a** Hierarchical cluster of the 622 DEGs in each of the CMS lines and Meixiang B. **b** Accumulation patterns of some clusters of the 622 DEGs in different CMS lines and Meixiang B

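Genes with higher intensity in MB outnumbered those with lower intensity. In the mean of the CMS lines, the paired fit called 291 probes lower and 76 higher than MB, and 40 of the lower and 2 of the higher genes have a symbol. The transcription factor gene DREB1F had a log2 fold change of -1.81 (SE 0.12, adjusted p = 0.00147), the MADS-box gene MADS22 one of -1.84 (SE 0.17, adjusted p = 0.00253) and the homeobox gene HOX14 one of -1.34 (SE 0.12, adjusted p = 0.00253). ER2 changed by -2.40 (SE 0.23, adjusted p = 0.00272), the phospholipase gene pla2-II by -1.30 (SE 0.11, adjusted p = 0.00237) and the sterol methyltransferase gene Smt1-1 by -1.49 (SE 0.13, adjusted p = 0.00237). Each of these was lower in both replicate numbers, HOX14 had 4 CMS arrays at the floor, and HOX14 and pla2-II were chosen after their values were seen. Of the 586 rows of Table S1 that matched a single probe by value, 364 lay below MB in all 3 lines and 160 above. The paired fit called 162 of them lower and 36 higher in the mean of the CMS lines, and the unpaired fit called 1. The rows were chosen on these arrays and matched by value, so their directions and calls are not independent evidence. Leaving out either array of ZS97-A/MB or XQZ-A/MB replicate 2 ended all 367 calls of this comparison, 9 probes were called without XQZ-A/MB replicate 1, and 1 without MB replicate 2.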

Using k-means clustering, these 622 DEGs were categorized into 25 clusters, and many of the DEGs were highly expressed in MB (Figs. 3 and 4 and Additional file 4: Table S1). For example, clusters 3, 4, 12, 15, 16, 17, 18 and 22 showed high expression levels in MB. These genes included protein kinase, hormone-related genes, ATPase-related genes, genes related to pollen development and cell wall organization (Additional file 4: Table S1). Cluster 12 and cluster 16 included genes such as cytochrome P450 (LOC_Os04g48210, LOC_Os03g04650, LOC_Os03g07250 and LOC_Os08g03682), male sterility protein (LOC_Os03g07140), ribosome inactivating protein (LOC_Os07g37090), WAX2 (LOC_Os10g33250), plasma membrane ATPase (LOC_Os12g44150), mitochondrial TIM17 (LOC_Os05g02060), and 2Fe-2S iron-sulfur cluster (LOC_Os08g01380) which are related to pollen development and cell wall organization or energy synthesis (Additional file 4: Table S1). All the genes were suppressed in the three CMS lines, which indicated that they may be associated with male sterility. In contrast, clusters 10 and 11 were the genes suppressed in the MB, while they were expressed at a higher level in each CMS line (Additional file 4: Table S1). 

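The probes matched to clusters 12 and 16 lay below MB in every CMS line. In cluster 12, all 23 matched rows did so, with a median log2 fold change of -1.23 in D62-A/MB, -1.27 in ZS97-A/MB and -1.07 in XQZ-A/MB, and the paired fit called 11 of them lower in the mean of the CMS lines. In cluster 16, 43 of 43 rows lay below MB and 31 were called lower, with medians of -1.14, -1.40 and -1.46 in the same order. Clusters 17 and 18 had 27 and 46 matched rows, all below MB, of which 19 and 30 were called lower. In cluster 15 the number was 11 of 23, in cluster 22 it was 18 of 39, in cluster 3 it was 6 of 25 and in cluster 4 it was 1 of 8. The rows of every cluster were matched by the fold changes that the table prints, so the directions follow from the match. The paper chose the rows on these same arrays, so the calls are not independent evidence either. By the replicate block on plain log2 intensities, chosen after seeing the data, 14 rows of cluster 12 and 34 of cluster 16 were called lower.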

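The probes matched to clusters 10 and 11 lay above MB in most or all CMS lines. All 63 matched rows of cluster 11 were higher than MB in all 3 lines, with medians of 1.08 in D62-A/MB, 1.42 in ZS97-A/MB and 1.12 in XQZ-A/MB, and 23 of them were called higher in the mean of the CMS lines by the paired fit. Of 12 matched rows of cluster 10, 10 lay above MB in all 3 lines, and 0 passed the paired fit (1 passed with plain log2 intensities and the replicate block). Among genes with a symbol, the heat shock factor gene HSFA4D rose, with a log2 fold change of 1.53 (SE 0.22, adjusted p = 0.00932), which was 1.05 within replicate 1 and 2.02 within replicate 2. The basic helix-loop-helix gene bHLH063 also rose (1.10, SE 0.13, adjusted p = 0.00488), with 2.07 in ZS97-A/MB, 0.93 in D62-A/MB and 0.29 in XQZ-A/MB. With an array of ZS97-A/MB, XQZ-A/MB or MB left out, the adjusted p reached at most 0.0461 for HSFA4D and 0.0445 for bHLH063, and both changes stayed positive.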

Glutathione S-transferase (LOC_Os10g38340 and LOC_Os08g44400), which was reported to produce a reactive oxygen species (ROS) response, was highly expressed in the three CMS lines in comparison with the maintainer line MB. In addition, two WRKY family genes, WRKY76 (LOC_Os09g25060) and WRKY104 (LOC_Os11g02520) were also up-regulated in the CMS lines.

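The probe tied to GSTU6, a glutathione S-transferase gene of detoxification named at LOC_Os10g38340, did not differ detectably from MB. Its values match those of the paper's table on no arrangement of the lines, so the tie is uncertain and the table may hold another transcript. Its log2 fold change was -0.07 in D62-A/MB (adjusted p = 0.870), -0.17 in ZS97-A/MB (adjusted p = 0.503) and 0.51 in XQZ-A/MB (adjusted p = 0.109), each with an SE of 0.16. Of 6 glutathione S-transferases with a symbol, a family set after the annotation was seen, 3 were higher and 3 lower than MB in the mean of the CMS lines and 0 passed the threshold by limma (2 at an unadjusted p under 0.05). The family's median was -0.07 (camera adjusted p = 0.304). The gene at LOC_Os08g44400 is not analysed here.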

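WRKY76, a transcription factor gene, was higher than MB in D62-A/MB and XQZ-A/MB, although the differences did not pass the threshold. Its log2 fold change was 1.70 in D62-A/MB (adjusted p = 0.0273), 0.87 in XQZ-A/MB (adjusted p = 0.108) and 0.00 in ZS97-A/MB, each with an SE of 0.27, and in ZS97-A/MB it was -0.61 within replicate 1 and 0.61 within replicate 2. Of 6 WRKY factors on the arrays, a list fixed before the data were examined, 5 were higher and 1 lower than MB in the mean of the CMS lines. In this mean the paired fit called 0 of them over all probes and 0 adjusted over the list alone (4 at an unadjusted p under 0.05). The list's median was 0.33 (camera adjusted p = 0.304). Adjusted over the list alone, 1 was called higher than MB in D62-A/MB, and 1 lower in ZS97-A/MB than in the other CMS lines. OsWRKY62 had the largest change, 1.45 (SE 0.47, adjusted p = 0.101), with 0.24 and 2.65 within the replicate numbers. WRKY104 is not analysed here.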

**Fig. 4:**
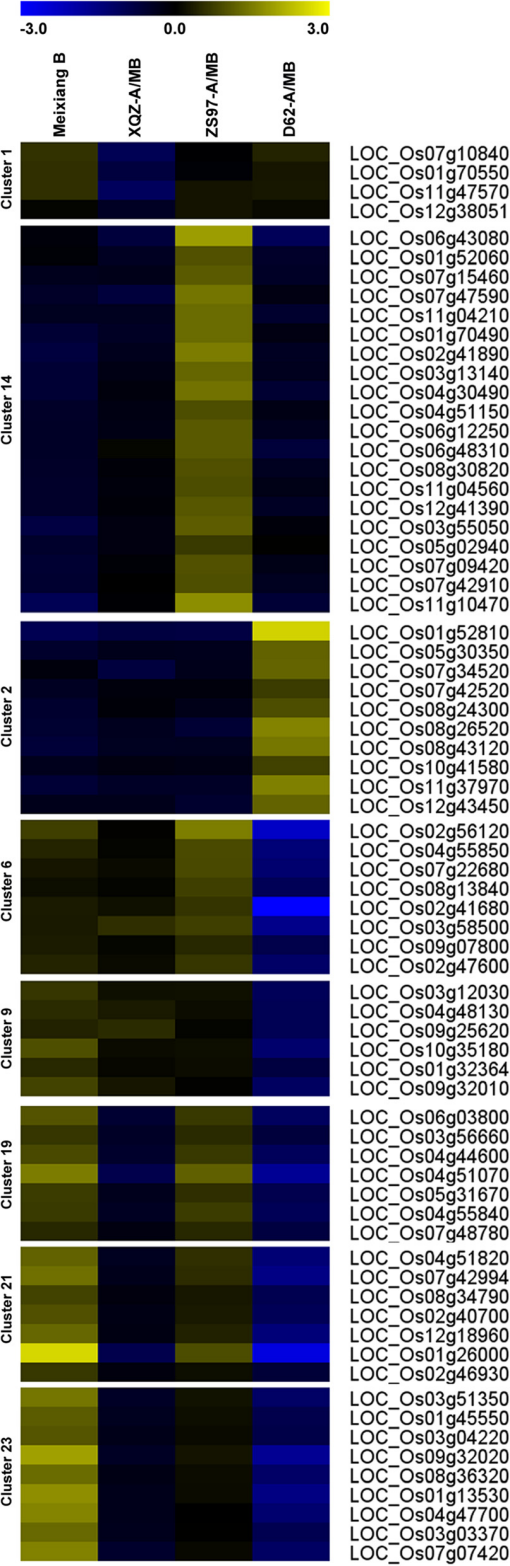
Visualization of relative expression levels of the representative gene clusters. Expression levels are presented as normalized log_2_ values

These genes, however, could be distinguished by identifying different nuclear gene clusters in this study (Fig. 4). Cluster 1 and cluster 4 were the genes that were significantly down-regulated in the XQZ-A/MB specifically (Additional file 4: Table S1). Genes in cluster 14 were aberrantly highly expressed in ZS97-A/MB. These genes included ATPase (LOC_Os05g02940 and LOC_Os07g09420) and cytochrome c oxidase (LOC_Os07g42910). Furthermore, genes down-regulated specifically in ZS97-A/MB were found in cluster 3 (Additional file 4: Table S1). 

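Some genes were called against MB in a single CMS line, by the line names of the array labels. Os5bglu22, a beta-glucosidase gene, and BIP4, a gene of the BiP chaperone family, were higher than MB in XQZ-A/MB, with log2 fold changes of 1.21 (SE 0.15, adjusted p = 0.00643) and 2.12 (SE 0.27, adjusted p = 0.00695). Both MB arrays of Os5bglu22 lay at the floor of 16, so its change on this probe is a lower bound. The call rests on the brightest probe of the gene, and the mean of its probes changed by 0.61 in XQZ-A/MB. The carpel gene DL was lower there (-1.11, SE 0.14, adjusted p = 0.00630) and had -0.65 in ZS97-A/MB and -0.43 in D62-A/MB. In ZS97-A/MB, the expansin gene EXPB4 (-1.78, SE 0.17, adjusted p = 0.00502) and CYP90D2, a gene of brassinosteroid synthesis (-1.45, SE 0.15, adjusted p = 0.00514), were lower. Of the probes matched by value to cluster 2 of Table S1, 10 of 26 were called higher in XQZ-A/MB and 0 in D62-A/MB, with medians of 1.40 and 0.19. For clusters 6, 9 and 20, the calls in XQZ-A/MB were 6 of 9, 4 of 11 and 8 of 19, with medians of -1.64, -1.38 and -1.51, and there was no call in D62-A/MB, where the medians were -0.25, -0.41 and -0.58. In cluster 14, 20 of 33 were called in ZS97-A/MB (median 1.42), and in cluster 3, 13 of 25 (median -1.31). In clusters 1 and 4 the medians were -1.50 and -1.24 in D62-A/MB and -0.59 and -0.84 in XQZ-A/MB, and neither line had a call. The cluster rows were chosen on these arrays and matched by the printed fold changes, so their medians and calls are not independent evidence. Differences between lines were not tested for the clusters, and for the genes they did not pass an adjusted p of 0.01. Between D62-A/MB and XQZ-A/MB the difference was -1.03 for Os5bglu22 (adjusted p = 0.0725), -1.17 for BIP4 (adjusted p = 0.150) and 0.68 for DL (adjusted p = 0.119). Between ZS97-A/MB and the mean of the other CMS lines it was -1.27 for EXPB4 (adjusted p = 0.0197) and -0.93 for CYP90D2 (adjusted p = 0.0233). With an array of ZS97-A/MB, XQZ-A/MB or MB left out, the adjusted p reached at most 0.104 for Os5bglu22, 0.103 for BIP4, 0.0940 for DL, 0.0720 for EXPB4 and 0.0773 for CYP90D2.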

Genes in cluster 2 were up-regulated in D62-A/MB and clusters 6, 9 and 20 were the genes down-regulated only in D62-A/MB (Additional file 4: Table S1). Therefore, we identified some nuclear markers that could distinguish the cytoplasmic-nuclear gene regulation during male sterility in each CMS line. Interestingly, the suppressed genes in XQZ-A/MB and D62-A/MB showed similar patterns. For instance, genes in clusters 8, 19, 21, 23, and 25 were both down-regulated in XQZ-A/MB and D62-A/MB compared with the maintainer line MB or the CMS line ZS97-A/MB (Additional file 4: Table S1). The results indicated that DA-CMS and D-CMS may have a similar mechanism for pollen abortion, which was different from WA-CMS.

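Tested directly against each other, D62-A/MB and XQZ-A/MB had no called probe by limma, and ZS97-A/MB against the mean of the other CMS lines had none either. The t test of the methods also called 0, with 595 and 883 probes at p under 0.05. At an unadjusted p under 0.05 the paired fit counted 2786 probes in the first comparison and 4407 in the second, and the unpaired fit 682 and 1244. With an adjusted p under 0.05 and a 2-fold change, the paired fit called 11 probes between D62-A/MB and XQZ-A/MB (6 higher, 5 lower) and 210 between ZS97-A/MB and the others (196 higher, 14 lower). At 2-fold without a test the counts were 368 and 335 probes, 300 of the latter higher in ZS97-A/MB. XBOS36 was higher in ZS97-A/MB than in the other CMS lines by a log2 fold change of 1.55 (SE 0.14, adjusted p = 0.0147), and was -1.62 relative to MB in D62-A/MB, -2.14 in XQZ-A/MB and -0.33 in ZS97-A/MB. The calmodulin-like gene CML5 had a difference of 1.42 in the same direction (SE 0.21, adjusted p = 0.0278). In clusters 8, 19, 21, 23 and 25, the medians of the matched probes were -1.20, -1.54, -1.46, -1.74 and -1.35 in XQZ-A/MB, -0.56, -1.08, -0.96, -1.24 and -1.21 in D62-A/MB, and 0.36, -0.14, -0.51, -0.93 and -0.60 in ZS97-A/MB. The paper clustered these rows on the same arrays, and they were matched by the printed fold changes. Their medians are therefore no independent check of how alike the lines are. Across probes, the changes from MB correlated with r = 0.743 between D62-A/MB and XQZ-A/MB, 0.749 between D62-A/MB and ZS97-A/MB and 0.643 between ZS97-A/MB and XQZ-A/MB. Simulated lines without any change against the same MB arrays gave 0.501, 0.502 and 0.502, and genes are not independent replicates. Probes at least 2-fold lower in both lines numbered 398, 315 and 375 in the same order (17.4, 17.1 and 18.1 in simulated lines, and 20.5, 12.1 and 17.8 for independent lists). Those at least 2-fold higher in both were 94, 147 and 135, fewest for D62-A/MB and XQZ-A/MB (13.8, 14.0 and 14.8 in simulated lines, and 3.01, 6.80 and 6.91 for independent lists). The paired fit called 133 probes lower and 21 higher in both ZS97-A/MB and XQZ-A/MB (2.79 and 0.537 for independent lists). The simulated lines had 0 calls in any single line, so their overlap of 0 was fixed in advance and cannot serve as a comparison. The MB arrays are too few to be divided between comparisons, so part of these overlaps may come from the shared MB values. Without D62-A/MB replicate 1, the paired fit called 112 probes between D62-A/MB and XQZ-A/MB and 47 between ZS97-A/MB and the others. From the similar patterns of suppressed genes in XQZ-A/MB and D62-A/MB, the paper proposes that DA-CMS and D-CMS have a similar mechanism of pollen abortion that differs from that of WA-CMS.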

### Gene ontology and MapMan pathway analysis of DEGs

To further examine the gene functional differences between the CMS lines and the maintainer line (MB), all 622 DEGs were annotated and subjected to GO and MapMan pathway analysis. Enrichment of the 622 DEGs showed that 36 significant GO terms were found (*p* < 0.01) (Additional file 6: Figure S4). These DEGs were mainly involved in metabolic process (including lipid and carbohydrate metabolic process), cell wall organization or biogenesis, transport (metal ion transport) and response to stimulus. Catalytic activity and binding (metal ion binding) was dominant in the category of molecular function (Additional file 3: Figure S3). Furthermore, GO analysis of the shared 114 DEGs in the three CMS lines showed that these genes were mainly involved in lipid metabolic processes and cell wall formation (Fig. 5). MapMan analysis also showed that many genes were associated with cell wall, lipid and metabolism processes (Fig. 6). 

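Some genes of sugar transport and sucrose cleavage were lower in the CMS lines. The sugar exporter genes SWEET11 and SWEET15 had log2 fold changes of -1.80 (SE 0.23, adjusted p = 0.00722) and -1.18 (SE 0.17, adjusted p = 0.00974) in the mean of the CMS lines, and the sucrose synthase gene SUS2 one of -1.42 (SE 0.17, adjusted p = 0.00563). ACLA-2, which encodes a subunit of the ATP citrate lyase that makes acetyl-CoA for lipid synthesis, changed by -1.43 (SE 0.16, adjusted p = 0.00465), and ACLB-1 by -0.91 (adjusted p = 0.00516), short of 2-fold. Acetyl-CoA supply was not tested as a list. Among ascorbate peroxidases, which remove hydrogen peroxide, APX1 fell in XQZ-A/MB (-1.39, SE 0.13, adjusted p = 0.00278) and APX6 in ZS97-A/MB (-1.16, SE 0.13, adjusted p = 0.00579), while APX2 had -0.91 in the mean of the CMS lines (adjusted p = 0.0115). The families were set after the annotation was seen, and the genes named were chosen after their values were seen, apart from APX2 and APX6, which the paper names. Of 29 genes of sugar transport and cleavage, 19 were tested, 3 fell and 5 had a positive change, with a median of -0.38. The family was lower than other genes by camera at its preset correlation (adjusted p = 0.00572), which did not hold with an estimated correlation (adjusted p = 0.179). Of 19 cytochrome P450 genes, 8 were tested and 1 fell, the family adjusted p was also 0.00572 with a median of -0.60 (0.200 with an estimated correlation), and the unpaired fit gave 0.218. With an array of ZS97-A/MB, XQZ-A/MB or MB left out, the adjusted p reached at most 0.0611 for SWEET11, 0.0453 for SWEET15, 0.0587 for SUS2, 0.0452 for ACLA-2, 0.0621 for APX1 and 0.0802 for APX6, and each change kept its sign.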

The results indicated that pollen abortion for the three CMS lines might be related to lipid and carbohydrate metabolic processes and accumulated reactive oxygen species (ROS). In addition, the DEGs were mainly genes related to transcription factors, protein degradation and kinases, and some hormones, such as IAA, ABA, GA and ethylene. However, the expression levels of these genes were different in the three CMS lines.

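Some genes of abscisic acid (ABA) metabolism and some repressors of auxin responses were called lower in the CMS lines. For ABA, the synthesis gene MHZ4 had a log2 fold change of -1.17 in the mean of the CMS lines (SE 0.13, adjusted p = 0.00428) and the turnover gene ABA8OX2 one of -1.28 (SE 0.11, adjusted p = 0.00241). The synthesis gene NCED3 had -1.56 (SE 0.23, adjusted p = 0.0109) and the turnover gene ABA8OX1 had -0.84 (adjusted p = 0.00775), and neither passed both thresholds. IAA17, an Aux/IAA repressor, was called lower (-1.91, SE 0.21, adjusted p = 0.00440), with -0.93 in D62-A/MB, -1.73 in ZS97-A/MB and -3.08 in XQZ-A/MB. The hormone and NAC families were set after the annotation was seen, and the ABA genes were named after their values were seen. The 4 tested of 5 ABA genes were all lower, 2 of them called (median -1.22, camera adjusted p = 6.57e-05). Of 24 Aux/IAA genes, 18 were tested, 16 were lower and 2 were called (median -0.56, the same camera adjusted p). Neither family passed with an estimated correlation (adjusted p = 0.136 in both). Of 10 NAC factors, 8 were tested and 6 were higher, with 0 called (5 at an unadjusted p under 0.05) and an adjusted p of 0.0284 (0.443 with an estimated correlation). NAC2 was called in XQZ-A/MB alone (1.07, SE 0.14, adjusted p = 0.00848). Of 24 MADS-box factors, fixed before the data were examined, 15 were tested and 2 fell, MADS22 and OsMADS16 (also 2 lower and 1 higher adjusted over the list alone), with an adjusted p of 0.128 (0.460 with an estimated correlation). OsMADS16, which specifies stamens and lodicules, had -1.07 (SE 0.13, adjusted p = 0.00630). With an array of ZS97-A/MB, XQZ-A/MB or MB left out, the adjusted p reached at most 0.0220 for ABA8OX2, 0.0356 for MHZ4, 0.0493 for IAA17, 0.0431 for OsMADS16 and 0.122 for NAC2.

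**Figure D3:**
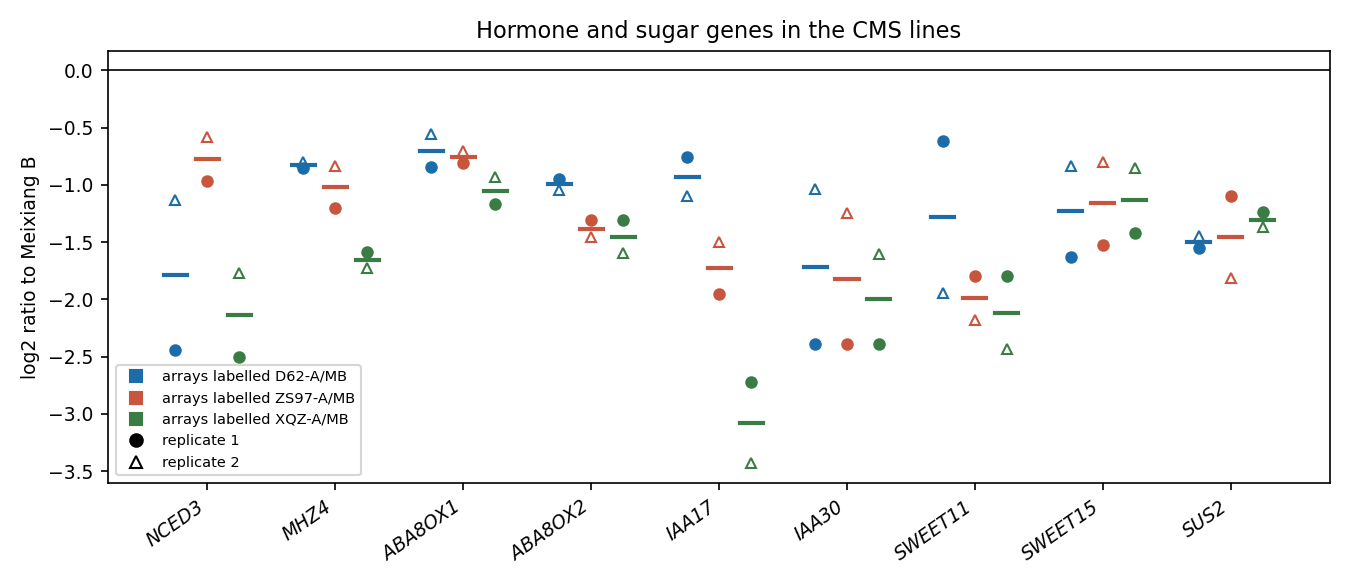
Log2 ratio of each CMS array to the MB array of the same replicate number for 9 hormone and sugar genes, with intensities below 16 set to 16. Circles are replicate 1, triangles are replicate 2, bars are their means and colours are the lines as labelled. IAA17 in XQZ-A/MB has the lowest mean, -3.08, and ABA8OX1 in D62-A/MB the highest, -0.70.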

**Fig. 5:**
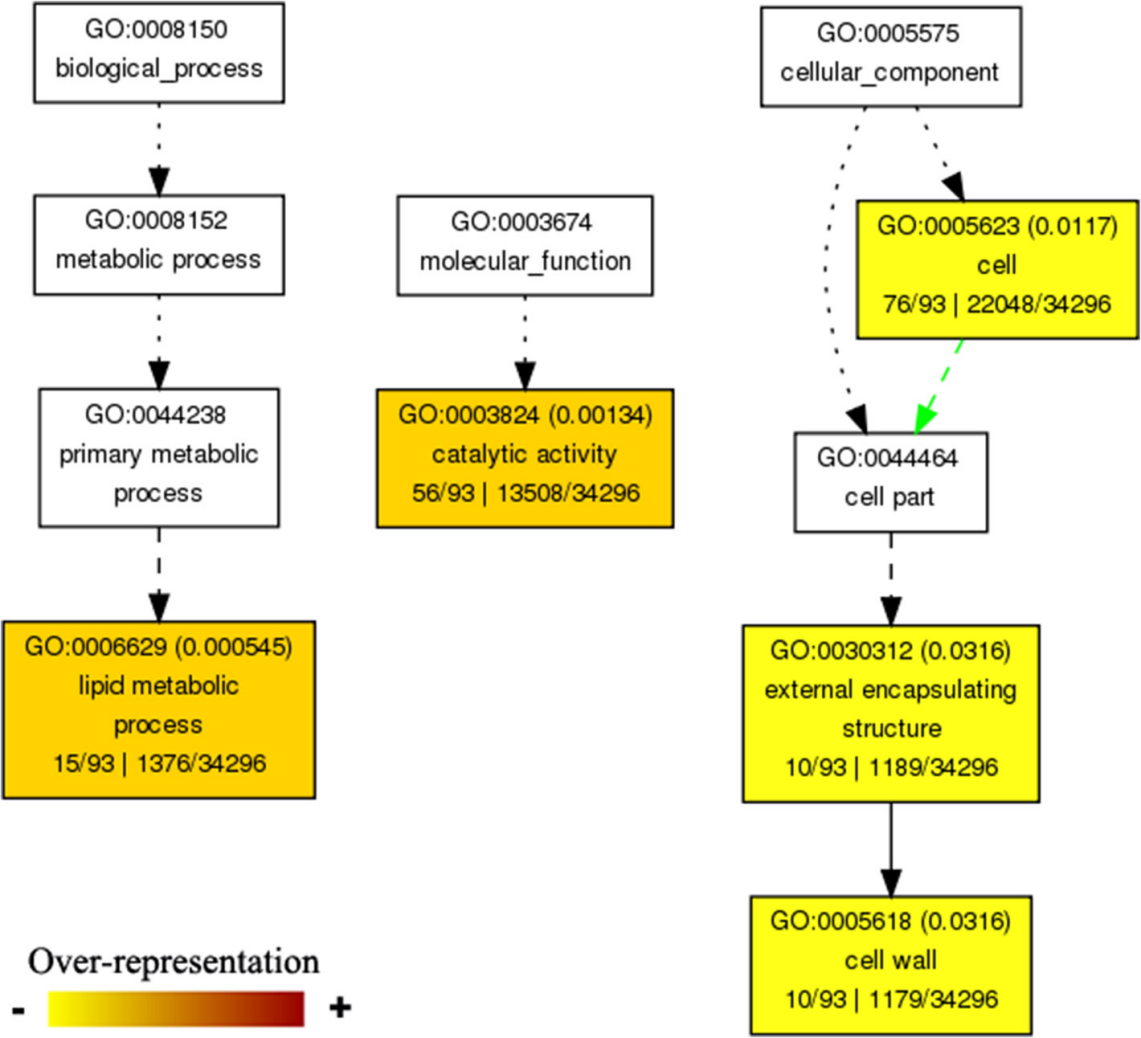
Venn diagram and AgriGO analysis of DEGs in the three CMS lines. AgriGO representation of the overrepresented GO terms in the 114 DEGs of the three CMS lines was generated using singular analysis enrichment (Fisher’s test, *P* < 0.05, FDR < 0.05). The number in parenthesis represents the FDR value

**Fig. 6:**
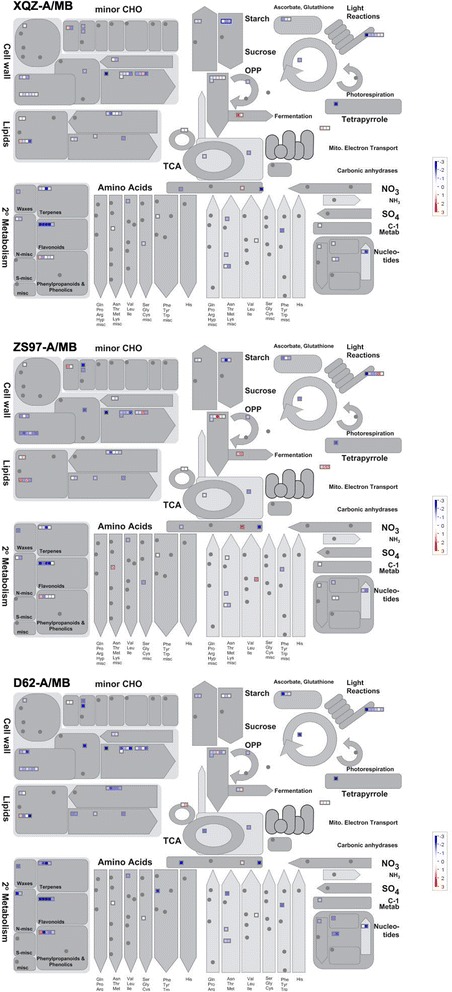
Overview of the metabolism of the three CMS lines by MapMan. The colour key represents normalized log_2_ values. Red represents up-regulation and blue represents down- regulation between the CMS line and maintainer line

### Validation of differentially expressed genes in the three CMS lines

To verify the microarray data and clarify their expression patterns, we conducted RT-qPCR on twelve selected genes that were differentially expressed between the three CMS lines and their maintainer line (Fig. 7). Pollen development related genes, such as alpha-amylase (LOC_Os09g28400), ABC-2 type transporter protein (LOC_Os06g40550), invertase/pectin methylesterase inhibitor (LOC_Os06g49760), male sterility protein (LOC_Os03g07140) and ribosome inactivating protein (LOC_Os07g37090) were suppressed in the three CMS lines (Fig. 7). Mitochondrial TIM17, which is a mitochondrial import inner membrane translocase subunit, was also expressed at a low level in the CMS lines [21]. However, three selected genes, including calmodulin binding protein (LOC_Os08g27170), phosphate carrier protein (LOC_Os04g37600) and MRE11 protein (LOC_Os04g54340) were verified to be up-regulated in the CMS lines (Fig. 7). Furthermore, the genes metal transporter Nramp6 (LOC_Os07g15460) and WRKY72 (LOC_Os11g29870) showed higher expression levels in ZS97-A/MB than the others (Fig. 7). These results indicated that the nuclear gene expression of WA-CMS was different from that of DA-CMS or D-CMS and had a specific abortion mechanism. These close correlations between the microarray data and the RT-qPCR validations highlighted the reliability of the microarray results used in the present study.

**Fig. 7:**
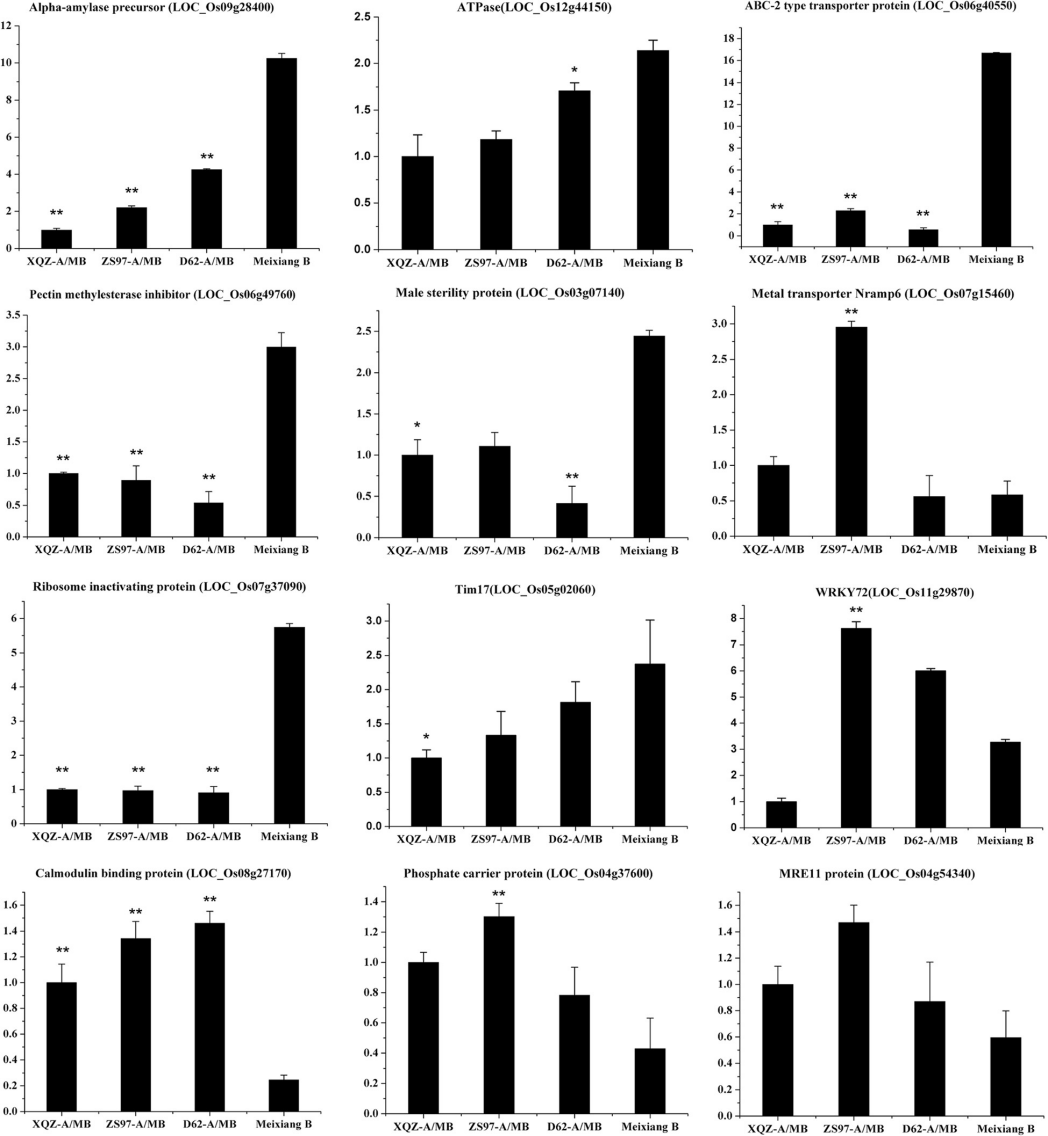
Identification of the expression level of 12 selected DEGs from the microarray by qPCR. Alpha-amylase precursor (LOC_Os0928400), ATPase (LOC_Os12g44150), ABC-2 type transporter protein (LOC_Os06g40550), pectin methylesterase inhibitor (LOC_Os06g49760), male sterility protein (LOC_Os03g07140), metal transporter Nramp6 (LOC_Os07g15460), ribosome inactivating protein (LOC_Os07g37090), Tim17 (LOC_Os05g02060), WRKY72 (LOC_Os11g29870), calmodulin binding protein (LOC_Os08g27170), phosphate carrier protein (LOC_Os04g37600), and MRE11 protein (LOC_Os04g54340). The significant differences of expression level between the CMS line and maintainer line were evaluated using Student's *t* test (* *p* < 0.05; ** *p* < 0.01)

### Comparison of gene expression between sporophytic and gametophytic CMS lines

In rice, sporophytic male sterility always occurs relatively earlier than the gametophytic CMS line abortions, and they have different abortion mechanisms. In order to understand the difference between the two CMS types in rice, we compared the gene expression of the microarray results with those reported by Fujii et al. [2]. In the total of 622 DEGs, we found that 303 genes were also altered their expression in the CMS lines described by Fujii et al. [2]. Of these, 55 and 37 genes which showed the same patterns were up-regulated and down-regulated in the three CMS lines in the present study, respectively (Table 1 and Additional file 7: Table S3). The gametophytic CMS lines reported in the previous study included BT-CMS, CW-CMS, LD-CMS, and W11-CMS and their pollen phenotypes were normal until the tricellular pollen stage [2]. These results indicated that the sporophytic and gametophytic CMS lines might regulate some common genes during pollen abortion, though their abortion mechanisms were different. For instance, pyruvate kinase (LOC_Os01g47080), ABC-2 type transporter (LOC_Os06g40550), male sterility protein (LOC_Os03g07140), and ribosome inactivating protein (LOC_Os07g37090) were all strongly down-regulated in both sporophytic and gametophytic CMS lines (Additional file 7: Table S3). Moreover, the cytochrome c oxidase subunit (LOC_Os07g42910) and phosphate carrier protein (LOC_Os04g37600) showed high expression levels in all the CMS lines.

**Table 1:** Significantly differentially expressed genes between each of the three CMS lines and the maintainer line Meixiang B (MB)

RGAP_ID	RAPDB_ID	Annotation	XQZ-A/MB	ZS97-A/MB	D62-A/MB	Meixiang B
Up-regulated in MB						
LOC_Os01g07560.1	Os01g0170300	receptor-like protein kinase 2 precursor	−0.2069	−0.5904	−1.048	1.845
LOC_Os01g66330.1	Os01g0886600	ATP-dependent Clp protease ATP-binding subunit clpX	−0.5614	−0.3908	−0.8934	1.8455
LOC_Os02g01980.1	Os02g0110000	GDSL-like lipase/acylhydrolase, putative, expressed	−1.3225	−1.1067	−1.517	3.9465
LOC_Os03g03370.1	Os03g0125100	fatty acid hydroxylase, putative, expressed	−0.3472	0.032	−0.9512	1.2665
LOC_Os03g07250.1	Os03g0168600	cytochrome P450, putative, expressed	−0.5027	−0.5707	−1.6895	2.7625
LOC_Os03g14010.1	Os03g0243700	glycosyl hydrolase family 10 protein, putative, expressed	−0.1561	−0.4239	−0.8669	1.447
LOC_Os04g33370.1	Os04g0407900	cytochrome P450, putative, expressed	−0.2626	−0.4836	−0.4772	1.2235
LOC_Os04g48210.1	Os04g0570600	cytochrome P450, putative, expressed	−0.9813	−0.9355	−0.6901	2.607
LOC_Os05g34700.1	Os05g0419800	GDSL-like lipase/acylhydrolase, putative, expressed	−0.2070	−0.3188	−0.6501	1.1755
LOC_Os06g05550.1	Os06g0148200	GDSL-like lipase/acylhydrolase, putative, expressed	−0.3661	−0.0609	−0.6714	1.0983
LOC_Os06g48170.1	Os06g0696500	glycosyl hydrolases family 16, putative, expressed	−0.0667	−0.3345	−0.6643	1.0657
LOC_Os06g49760.1	Os06g0711800	invertase/pectin methylesterase inhibitor family protein	0.03012	−0.5528	−0.7377	1.2605
LOC_Os08g03682.1	Os08g0131100	cytochrome P450, putative, expressed	−0.2918	−0.4609	−1.0019	1.7545
LOC_Os08g45150.1	Os08g0565900	GDSL-like lipase/acylhydrolase, putative, expressed	−1.6005	0.9628	−1.95	2.5875
LOC_Os10g33250.1	Os10g0471100	WAX2, putative, expressed	−0.1448	−0.4345	−0.6497	1.2285
LOC_Os11g03520.1	Os11g0129500	GDSL-like lipase/acylhydrolase, putative, expressed	−0.7088	−0.2609	−0.4341	1.404
LOC_Os11g32650.1	Os11g0530600	chalcone synthase, putative, expressed	−0.5194	−0.5342	−0.7627	1.8165
Down-regulated in MB						
LOC_Os02g38130.1	Os02g0594800	no apical meristem protein, putative, expressed	0.3738	0.5906	0.2201	−1.1846
LOC_Os03g12510.1	Os03g0226200	non-symbiotic hemoglobin 2, putative, expressed	0.5177	1.17	0.1738	−1.8615
LOC_Os04g05650.1	Os04g0142400	expressed protein	0.3188	0.4501	0.5841	−1.353
LOC_Os07g11110.1	Os07g0212200	NAD dependent epimerase/dehydratase family protein	0.2827	1.0536	0.0270	−1.363
LOC_Os09g13940.1	Os09g0309700	AP2 domain containing protein, expressed	0.1881	0.8742	0.0502	−1.1123
LOC_Os10g22080.1	Os10g0365300	expressed protein	0.3461	1.1042	0.4549	−1.905
LOC_Os10g38340.1	Os10g0527400	glutathione S-transferase GSTU6, putative, expressed	−0.2856	1.7145	0.2405	−1.6695
LOC_Os11g03660.1	Os11g0131100	VQ domain containing protein, putative, expressed	0.3910	0.6612	0.3753	−1.4275
LOC_Os11g07960.1	Os11g0182200	transferase family protein, putative, expressed	0.1436	0.2447	0.7153	−1.1033
LOC_Os11g47560.1	Os11g0701500	glycosyl hydrolase, putative, expressed	0.2834	0.9313	0.0480	−1.2625

We also compared the expression levels of the putative mitochondrial genes between sporophytic and gametophytic CMS lines in rice. Fifty DEGs were found in both CMS types of rice (Additional file 8: Table S4). Alternative oxidase is a gene that is well known for its mitochondrial stress and it was over-expressed in the anthers of some CMS lines such as CW-CMS [22, 23]. 

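AOX1a, the alternative oxidase gene of the mitochondrial electron transport chain, was higher than MB in ZS97-A/MB. Its log2 fold change there was 1.42 (SE 0.17, adjusted p = 0.00778), with 1.26 within replicate 1 and 1.59 within replicate 2. In D62-A/MB it was 0.25 (adjusted p = 0.505) and in XQZ-A/MB 0.24 (adjusted p = 0.517), with the same SE. The difference between ZS97-A/MB and the mean of the other CMS lines was 1.18 (SE 0.15, adjusted p = 0.0223), which did not pass the threshold of 0.01. In the unpaired fit the change in ZS97-A/MB had an adjusted p of 0.296. With each array left out in turn, it stayed between 1.18 and 1.67, and the adjusted p of the paired fit reached 0.0802.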

In the present study, *AOX1a* (alternative oxidase 1a, LOC_Os04g51150) was observed to be up-regulated in all the CMS lines (Additional file 8: Table S4). It was interesting that 6 of the 50 DEGs, which encoded heat shock protein (HSP) and molecular chaperones were altered in their expression levels. 

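A change of the heat shock genes as families was not detected in the CMS lines. Of 15 heat shock protein genes, 13 were tested, 6 were lower and 7 higher than MB in the mean of the CMS lines, and 0 were called by limma (1 at an unadjusted p under 0.05). Their median log2 fold change was 0.01 while the camera test placed them on the lower side (adjusted p = 0.593). Of 19 heat shock factors, 16 were tested. HSFA2A fell, with a change of -1.09 (SE 0.14, adjusted p = 0.00717), and another, HSFA4D, rose, and the family's adjusted p was 0.930. Both families were set after the annotation was seen. The call of HSFA2A ended with any 1 of the 8 arrays left out, where its adjusted p reached at most 0.0373.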

Other genes showed the same pattern in both sporophytic and gametophytic CMS lines such as LEML3 (anther-specific LEM1 family protein, LOC_Os04g32700), NADP-dependent oxidoreductase (LOC_Os12g12580), proline oxidase (LOC_Os10g40360), and so on.

### Identification of WGCNA modules associated with male sterility related genes

To access the genes associated with male sterility in the three CMS lines, a weighted gene co- expression network analysis (WGCNA) was performed with all the probes detected in the study, leading to 38 WGCNA modules (Fig. 8a). Analysis of the module-trait relationships revealed that the module ‘Brown’ (*r* = −0.94, *p* = 5e-04) and ‘yellow’ (*r* = −0.82, *p* = 0.01) were highly correlated with male sterility in the four samples (Fig. 8b and c). Cytoscape representation of these hub genes of two modules also indicated that they were highly associated with male sterility (Fig. 8c). Most of the DEGs mentioned above were included in the two modules (Additional file 9: Table S5). These hub genes included invertase/pectin methylesterase inhibitor (LOC_Os06g49760), WAX2 (LOC_Os10g33250), plasma membrane ATPase (LOC_Os12g44150), and receptor-like protein kinase 2 (LOC_Os01g07560) (Fig. 8c). Some of these genes, or their homologue genes, have been reported to be involved in pollen development, including male sterility protein (LOC_Os03g07140), aldehyde dehydrogenase (LOC_Os08g34210), ABC-2 type transporter (LOC_Os06g40550), and ribosome inactivating protein (LOC_Os07g37090) (Fig. 8c).

**Fig. 8:**
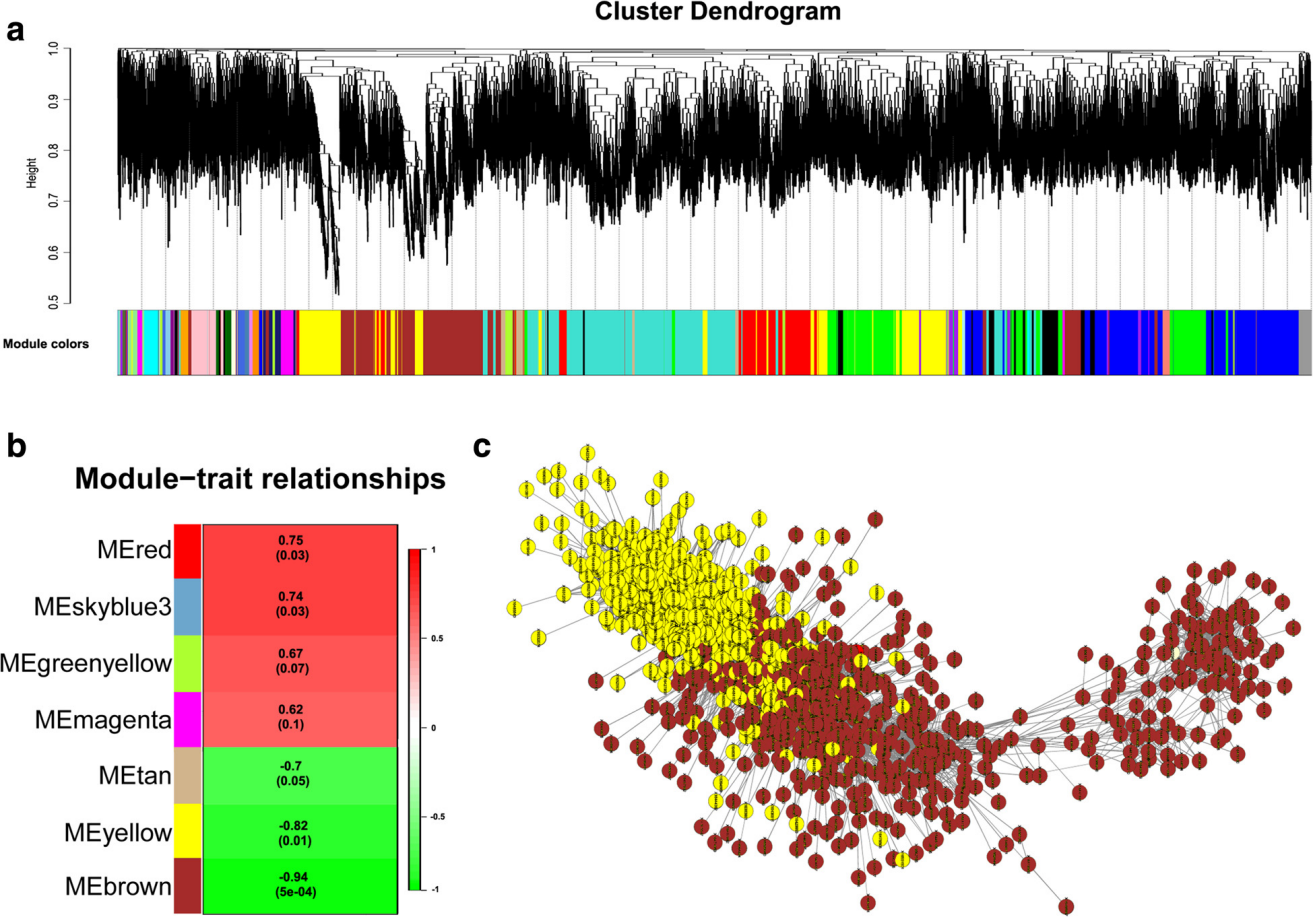
Weighted gene co-expression network analysis (WGCNA) of male sterility associated genes. **a** Hierarchical cluster tree showing the modules of co-expressed genes. The lower panel shows modules in designated colours. **b** Module-male sterility correlations and corresponding *p*-values (in parenthesis). The left panel shows seven module eigengenes (ME, red, skyblue3, greenyellow, magenta, tan, yellow, and brown). The right panel is a colour scale for module trait correlation from −1 to 1. **c** Cytoscape representation of co-expressed genes in ‘yellow’ and ‘brown’ modules

## Discussion

In this study, we developed a set of rice alloplasmic CMS lines by successive backcrossing, characterized their pollen phenotypes and analyzed the nuclear gene expression patterns. Comparison of the gene expression profiles of the alloplasmic CMS lines could be effective for elucidating the common and distinct features of each CMS type.

### Specific genes expressed in the alloplasmic CMS lines

There were unique features in the gene expression patterns of the three CMS lines. Cluster 1 was comprised of genes that were drastically down-regulated in XQZ-A/MB (Fig. 4), including glycosyl hydrolase (LOC_Os11g47570) and glycosyltransferase (LOC_Os07g10840). In Arabidopsis, glycosyl hydrolase family 17 genes were thought to be directly linked to pollen mother cell wall persistence and callose wall degradation. In this study, the down-regulated glycosyl hydrolase in XQZ-A/MB indicated that a pollen wall development defect might be associated with the CMS in the rice DA-CMS system.

Unlike the two CMS lines XQZ-A/MB and D62-A/MB, there were many genes that were over-expressed in ZS97-A/MB (Fig. 4). It is interesting that three genes associated with oxidative phosphorylation were up-regulated in ZS97-A/MB, including ATPase (LOC_Os05g02940 and LOC_Os07g09420) and the cytochrome c oxidase subunit (LOC_Os07g42910). 

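In ZS97-A/MB, more probes were called higher than MB by the paired fit (174) than in XQZ-A/MB (63) or D62-A/MB (0). This order turned after quantile normalization, with 20, 35 and 0 probes. Nramp1, a metal transporter gene, had a log2 fold change of 1.42 in ZS97-A/MB (SE 0.17, adjusted p = 0.00677), 0.04 in D62-A/MB and -0.13 in XQZ-A/MB. The paper reports a metal transporter gene that it calls Nramp6 as high in ZS97-A/MB, on these arrays and by RT-qPCR. Whether that gene is the one named Nramp1 here was not examined, so Nramp1 may not be a separate gene from it. The potassium transporter gene HAK5 had 1.45 (SE 0.13, adjusted p = 0.00488), 0.08 and 0.00, with 3 CMS arrays at the floor of 16 and both MB arrays there, so that its change is a lower bound. The metal chelate transporter gene OsYSL2 had 1.36 (SE 0.19, adjusted p = 0.0106) and NDH-M, a gene of an NAD(P)H dehydrogenase subunit, 1.71 (SE 0.26, adjusted p = 0.0129), and neither passed the threshold. RSS1 rose (1.54, SE 0.14, adjusted p = 0.00460). The difference between ZS97-A/MB and the mean of the other CMS lines was 1.47 for Nramp1 (SE 0.14, adjusted p = 0.0147), 1.41 for HAK5 (SE 0.11, adjusted p = 0.0143) and 1.10 for NDH-M (SE 0.23, adjusted p = 0.0529). None of these passed an adjusted p of 0.01. With an array of ZS97-A/MB, XQZ-A/MB or MB left out, the adjusted p of the change from MB reached at most 0.0683 for Nramp1, 0.0692 for HAK5 and 0.0712 for RSS1, and the calls higher than MB in ZS97-A/MB fell to 0 without either of its arrays.

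**Figure D4:**
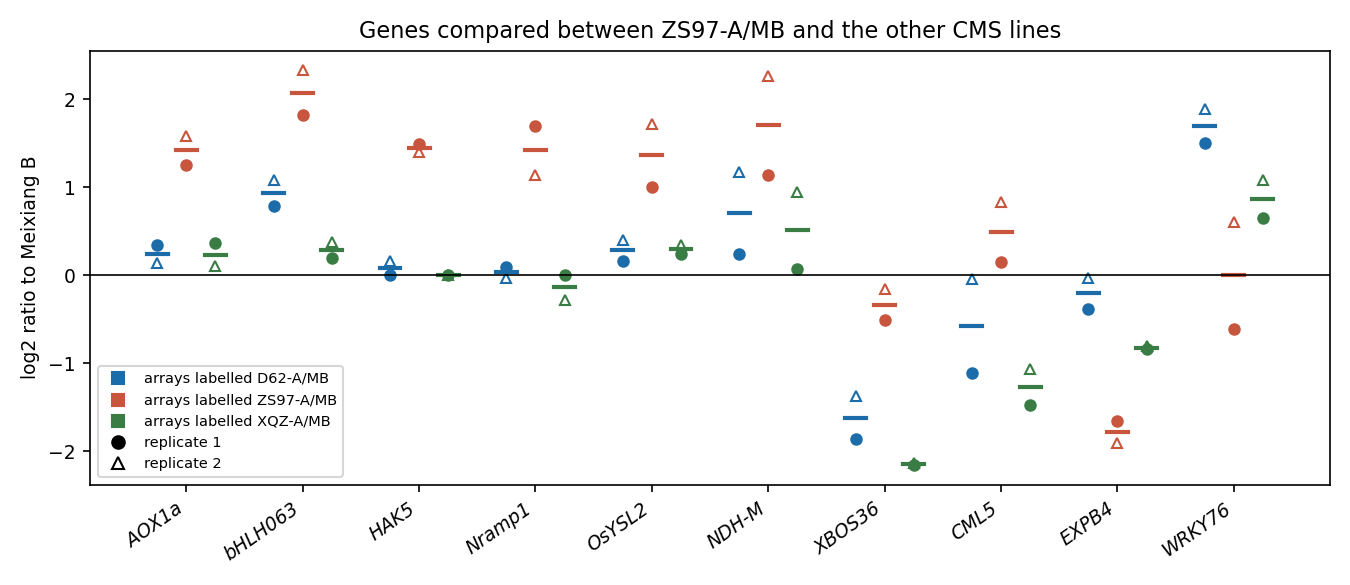
Log2 ratio of each CMS array to the MB array of the same replicate number for 10 genes compared between ZS97-A/MB and the other CMS lines, with intensities below 16 set to 16. Circles are replicate 1, triangles are replicate 2, bars are their means and colours are the lines as labelled. In ZS97-A/MB, HAK5 has a mean of 1.45 and EXPB4 one of -1.78.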

Previous studies have reported that ATPase or cytochrome c oxidase dysfunction might be related to male sterility in many higher plants [24, 25]. It is possible that energy production dysfunction may lead to pollen abortion in these CMS lines. However, these genes that were over-expressed in ZS97-A/MB indicated that pollen abortion of WA-CMS was not due to an energy defect and exhibited a different mechanism from the HL-CMS system [26]. This hypothesis was demonstrated by the discovery of a new mitochondrial gene, *WA352*, which was found to inhibit *cox11* function and trigger premature tapetal programmed cell death, leading to pollen abortion in the rice WA-CMS line [9]. In the present study, another gene was characterized in cluster 14, metal transporter Nramp6 (LOC_Os07g15460), which was highly overexpressed in ZS97-A/MB (Figs. 4 and 7). It is well known that heavy metal treatment can induce ROS, and the highly expressed Nramp6 in ZS97-A/MB might be associated with ROS signalling in mitochondria.

On the other hand, unique features in the gene expression patterns of the D62-A/MB CMS line were also found. 

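ICL, the isocitrate lyase gene of the glyoxylate cycle, was higher than MB on the arrays labelled XQZ-A/MB and not on those labelled D62-A/MB, although no change passed the threshold. Its log2 fold change was 1.38 in XQZ-A/MB (adjusted p = 0.0537), with 1.12 within replicate 1 and 1.64 within replicate 2. In D62-A/MB it was -0.57 (adjusted p = 0.396), with -1.27 and 0.12 within the replicate numbers, and in ZS97-A/MB it was -0.16 (adjusted p = 0.771). The SE was 0.33 in each line.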

Some genes in cluster 2 were only up-regulated in D62-A/MB, including isocitrate lyase (LOC_Os07g34520), PDR ABC transporter (LOC_Os08g43120) and the thaumatin family protein (LOC_Os12g43450). Isocitrate lyase was reported to be active at specific stages of pollen development in *Brassica napus* [27], while thaumatin proteins are an allergen family in pollen [28]. 

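IAA9, an Aux/IAA repressor of auxin responses, had its lowest value on the arrays labelled XQZ-A/MB, where its log2 fold change from MB was -2.12 or below (adjusted p = 0.165), with -2.68 within replicate 1 and -1.57 within replicate 2. Both of these arrays lay at the floor of 16, and on plain log2 intensities the change was -3.10. On the arrays labelled D62-A/MB it was -0.73 (adjusted p = 0.683), with -2.61 and 1.14 within the replicate numbers, and in ZS97-A/MB it was 0.74 (adjusted p = 0.565). The SE was 0.77 in each line, larger than for the other genes named here, and none of these differences passed the threshold.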

Other genes in clusters 6 and 9 were down-regulated in D62-A/MB, such as OsIAA9 (LOC_Os02g56120), WRKY25 (LOC_Os08g13840), 3-ketoacyl-CoA synthase (LOC_Os03g12030), and so on. It has been reported that OsIAA9 can form heterodimers with OsIAA4 and OsIAA1, which play important roles in the cross-talk of auxin and brassinosteroid signalling pathways and plant morphogenesis [29]. The WRKY34 transcription factor has been demonstrated to be involved in pollen development and is regulated by the pollen-specific MIKC* class of MADS-domain transcription factors under cold stress [30]. In Arabidopsis, *KCS1*, encoding a 3-ketoacyl-CoA synthase, was demonstrated to affect the wax biosynthesis [31]. The DEGs indicated that some different processes participated in the CMS line D62-A/MB.

Interestingly, the CMS lines XQZ-A/MB and D62-A/MB shared many down-regulated genes. For instance, cluster 19 and cluster 21 included pollen ankyrin (LOC_Os06g03800), helix-loop-helix DNA binding protein (LOC_Os04g44600) and flavonol synthase/flavanone 3-hydroxylase (LOC_Os04g57160). Some lipid metabolism genes including fatty acid hydroxylase (LOC_Os03g03370) and wax synthase (LOC_Os05g48260) were also down-regulated in both XQZ-A/MB and D62-A/MB. It has been reported that flavanone 3-hydroxylase is necessary for the production of both flavonols and anthocyanins, while flavonols are required for functional pollen in maize [32]. As an integral membrane protein, wax synthase can catalyze fatty acids to wax-esters [33]. In Arabidopsis, fatty acid ω-hydroxylase was reported to be involved in suberin monomer biosynthesis and then affected cell wall formation. However, these genes were not significantly suppressed in the CMS line ZS97-A/MB, indicating that DA-CMS and D-CMS might have different regulation mechanisms for male sterility from that of WA-CMS in our study. Because there are few studies on DA-CMS and D-CMS, the specific nuclear expression patterns in this study suggested that pollen abortion of the two CMS lines might relate to the formation of pollen exine during pollen development.

### Candidate genes were essential for pollen development in rice

CMS is not only an ideal model to study cytoplasm-nuclear interactions but it can also discover genes that essential for pollen development by comprising gene expression between the CMS lines and its maintainer line. In this study, the DEGs in the three CMS lines were compared to previous expression profiles in five independent CMS lines [2]. A total of 303 DEGs were differentially expressed in all seven CMS lines, and 56 of them were down-regulated in CMS lines (Table 2 and Additional file 7: Table S3). These genes included male sterility protein (LOC_Os03g07140), ABC-2 type transporter (LOC_Os06g40550), and ribosome inactivating protein (LOC_Os07g37090). In Arabidopsis, male sterility protein 2 (MS2) has been predicted to encode a fatty acid reductase which can convert palmitoyl-acyl carrier protein to C16:0 alcohol and is required for pollen wall development [34–36]. In rice, the ABC-2 type transporter (LOC_Os06g40550), namely ABCG15, which encoded an ABC transporter protein, is essential for postmeiotic anther and pollen development and is proposed to play a role in the transport of rice anther cuticle and sporopollenin precursors [37–39]. The tapetum-specific gene *RA39* which has been reported to encode a ribosome-inactivating protein, played an important role in the regulation of tapetal development [40]. Therefore, the dramatically suppressed genes in many CMS lines might be candidate genes for anther and pollen development.

**Table 2:** Down-regulated genes in both three sporophytic and four gametophytic CMS lines compared with their maintainer lines

RGAP_ID	Annotation	XQZ-A/MB	ZS97-A/MB	D62-A/MB	CW_UN	W11_UN	LD_UN	BT_UN^a^
LOC_Os05g34700	GDSL-like lipase/acylhydrolase	−1.788	−1.863	−2.880	−1.248	−0.032	−2.767	−1.916
LOC_Os08g34210	aldehyde dehydrogenase	−1.465	−1.634	−2.162	−1.967	−0.009	−2.933	−2.633
LOC_Os12g12170	cytochrome b5-like Heme/Steroid	−1.569	−1.795	−2.366	−2.666	0.128	−3.665	−3.488
LOC_Os01g07560	receptor-like protein kinase 2 precursor	−2.441	−2.921	−3.254	−1.628	0.020	−6.419	−5.625
LOC_Os02g48730	rho GDP-dissociation inhibitor 1	−1.161	−1.433	−1.687	−0.912	0.215	−1.631	−1.846
LOC_Os03g14010	glycosyl hydrolase family 10 protein	−1.748	−2.064	−2.538	−2.496	−0.866	−1.624	−2.753
LOC_Os06g48170	glycosyl hydrolases family 16	−1.098	−1.348	−1.576	−1.896	−0.906	−2.381	−1.907
LOC_Os06g49760	invertase/pectin methylesterase inhibitor	−1.232	−1.755	−2.007	−1.332	0.187	−1.885	−1.748
LOC_Os12g13930	3-oxoacyl-reductase	−4.391	−3.624	−4.626	−1.837	−0.111	−6.379	−5.131
LOC_Os09g36860	acyl carrier protein	−1.250	−1.209	−1.485	−1.811	−0.567	−2.923	−2.586
LOC_Os06g40550	ABC-2 type transporter	−3.262	−3.257	−3.347	−2.983	−0.543	−9.950	−7.678
LOC_Os04g45960	OsSub42 - Putative Subtilisin	−5.103	−4.710	−5.378	−2.310	−0.430	−8.942	−9.165
LOC_Os06g12330	amino acid transporter	−2.746	−2.574	−3.035	−4.736	−0.043	−5.436	−5.730
LOC_Os04g48210	cytochrome P450	−4.450	−4.365	−4.178	−2.146	−0.027	−11.565	−10.364
LOC_Os03g08790	aspartic proteinase nepenthesin	−1.534	−1.483	−1.476	−2.025	−0.313	−9.300	−9.180
LOC_Os03g07140	male sterility protein	−3.090	−2.931	−4.804	−1.524	−0.169	−2.822	−2.552
LOC_Os07g37090	ribosome inactivating protein	−3.422	−4.056	−4.848	−3.277	0.688	−10.619	−9.790
LOC_Os02g02820	TDR	−1.918	−2.015	−2.442	−0.676	−0.459	−0.759	−0.686

^a^The microarray data of GSE18057 (Fujii et al., [2])

On the basis of Pearson’s correlation coefficient for the genes, a co-expression network of all the probesets in all three CMS lines demonstrated that some hub genes play important roles in pollen development, including aldehyde dehydrogenase (LOC_Os08g34210), receptor-like protein kinase 2 (LOC_Os01g07560), ABC-2 type transporter (LOC_Os06g40550), and ribosome inactivating protein (LOC_Os07g37090) (Fig. 8 and Additional file 9: Table S5). It has been reported that aldehyde dehydrogenase (ALDH) activity is important for pollen tube growth in tobacco and is required to restore male fertility in T cytoplasm maize [41, 42]. Further functional studies on these genes will elucidate how they are involved in pollen development.

During pollen development, one fundamentally important event is the deposition of the pollen wall, which is necessary for pollen protection, dispersal, and pollen-stigma recognition [43, 44]. At the tetrad stage, a microspore-derived cellulosic primexine is synthesized by the developing haploid microspores. A thick exine, whose components are synthesized by sporophytes, is deposited on the outer surface of the primexine largely after release of free microspores [45]. In later pollen developmental stages, the tapetum produces and secretes lipidic components of pollen coat/tryphine into exine cavities [43, 45]. Since many down-regulated DEGs in the sporophytic CMS lines were found to be involved in tapetum or wall formation in this study, their suppressed expression might be related to male sterility and these genes might be essential for pollen development.

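Of OsAP25, OsAP37, TDR and GAMYB, tapetum genes tested by the paired fit, 3 had lower means in the CMS lines and 1 a higher mean, and none passed the threshold. The aspartic protease genes OsAP25 and OsAP37, which act in tapetal cell death, had log2 fold changes of -2.05 (SE 0.45, adjusted p = 0.0335) and -0.58 (SE 0.21, adjusted p = 0.131) in the mean of the CMS lines. Both had 3 CMS arrays at the floor of 16. The change of OsAP25 was -0.92 within replicate 1 and -3.19 within replicate 2. TDR, a transcription factor that regulates tapetal degradation upstream of these proteases, had -0.82 (SE 0.33, adjusted p = 0.169), with MB replicate 1 and 5 of 6 CMS arrays at the floor. On plain log2 intensities it was -1.92 in D62-A/MB, -1.56 in ZS97-A/MB and -2.39 in XQZ-A/MB. GAMYB, a regulator of tapetum and aleurone, had 0.12 (SE 0.13, adjusted p = 0.634). The lists were fixed before the data were examined. Of 4 tapetum regulators on the arrays, 2 were above the level tested by the paired fit, 0 were called by limma over all probes and 0 adjusted over the list alone, and in the unpaired fit the list's camera adjusted p was 0.294. At an unadjusted p under 0.05 there was 1 of the 2. Of 2 tapetum effectors, 0 were called over all probes, 2 had an unadjusted p under 0.05 and 1 was lower adjusted over the list alone. The list p of the regulators moved from 0.00104 to 0.856 between fits that left out 1 array each.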

## Conclusions

In this study, the transcript profiles of three alloplasmic sporophytic CMS lines were compared with their maintainer line Meixiang B using microarray. A total of 622 differentially expression genes (DEGs) in each of the three CMS lines were identified and 114 DEGs were shared in the three CMS lines. GO and Mapman analysis indicated that the shared DEGs were mainly involved in lipid metabolic and cell wall organization. Compared with the gene expression of sporophytic and gametophytic CMS lines, 303 DEGs were identified and 56 of them were down-regulated in all the CMS lines. These down-regulated DEGs were shown to be involved in tapetum or cell wall formation and their suppressed expression might be related to male sterility. Weighted gene co-expression network (WGCNA) analysis revealed two modules that were significantly associated with male sterility and many hub genes that were differentially expressed in the CMS lines. These provide a rich resource for further functional research on pollen development in rice.

## Methods

### Plant materials

The DA-CMS, WA-CMS, and D-CMS lines were backcrossed with the maintainer line Meixiang B (MB) seven times (Additional file 10: Figure S5). The three CMS lines XQZ-A/MB (DA-CMS), ZS97-A/MB (WA-CMS) and D62-A/MB (D-CMS) were conserved in our lab and were backcrossed in the field of Lingshui, Hainan, China (18°48' N; 110°02' E). Finally, these rice alloplasmic CMS lines were grown in a rice paddy in the fields of Wuhan University (30°34' N; 114°17' E) under natural conditions. The rate of nuclear substitution by the MB genome was determined using 54 simple sequence repeat (SSR) markers (Additional file 11: Table S6). And the rate was 97.6 % for XQZ-A/MB, 86.0 % for ZS97-A/MB and 88.2 % for D62-A/MB. Therefore, these three lines were near isogenic lines with the nuclear genome of MB.

### DNA extraction and Southern blotting analysis

Total DNA was isolated from XQZ-A/MB, D62-A/MB, ZS97-A/MB and MB calluses by the CTAB method. Approximately 20 μg of DNA was restricted by *Eco*R I, *Hin*d III, *Bam*H I, and *Xba* I. The restricted fragments were separated by electrophoresis using 0.8 % (w/v) agarose gels in 0.5 × TBE buffer. Then the DNA was transferred to Nytran N Nylon membranes (Schleicher and Schuell, Keene, USA) and cross linked to the membrane by use of UV crosslinker CL-1000 (UVP, Upland, USA). Probes were designed from 6 different mitochondrial genes (Additional file 11: Table S6). Digoxigenin-labeled DNA fragments were obtained by use of PCR DIG Labeling Mix (Roche Diagnostics, Basel, Switzerland). After hybridization of the probes to the membranes, probe residues were washed and anti-DIG AP Fab fragments (Roche Diagnostics, Basel, Switzerland) were used for detection.

### Microscopic observation of pollen morphology

The florets at different developmental stages during anther development were fixed in Carnoy's Fluid (ethanol: acetic acid = 3:1), and then stored at 4 °C until observation. The anther morphology was observed by stereomicroscope. The pollen grains were stained in 1 % (w/v) iodine-potassium iodide solution and improved carmine solution and then observed by ordinary optical microscope. A coupled CCD camera DP80 (Olympus, Japan) was used to take photos.

### Total RNA isolation and cDNA microarray hybridization

Anthers of the three CMS lines and MB were harvested at the uninucleate microspore stage, frozen in liquid nitrogen, and then kept at −80 °C. Total RNA was extracted using TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. The cDNA microarray hybridization was performed with the GenAtlas Rice (Cn) Gene 1.1 ST Array Strip (ssp. *Indica*) (CapitalBio Corp.). An aliquot of 10 μg total RNA was used to produce biotin-labelled cDNA according to the manufacturer’s instructions. Biotin- labeled cDNA was then hybridized with the microarray at 42 °C for 2 h. After the washing and drying steps, the microarrays were scanned and analyzed by the GeneAtlas™ Imaging Station. All the stages/lines combinations had two biological replicates.

### Microarray data analysis

The data were normalized by Robust Multichip Analysis Robust Multichip Analysis (RMA) and then log transformed. Differentially expressed genes (DEGs) were identified using *t* test and multiple test corrections were performed using the False Discovery Rate (FDR) [46]. Genes with FDR <0.01 and a fold change greater than or equal to two were identified as DEGs. The expression value was defined as the average of the two independent hybridizations for each of the CMS lines, and statistically significant changes in expression were evaluated by one-way ANOVA (*p* < 0.01) as described [47]. After normalization, hierarchical clustering and k-means clustering of the expression patterns were performed by Multiexperimental Viewer v4.7 [48]. The expression values were converted to a log2 scale with previous reported transcriptome data for GSE18057 [2] in the NCBI to compare the expression patterns between sporophytic and gametophytic CMS lines.

### RT-PCR analysis and quantitative RT-PCR

The DEGs were selected to be verified by RT-qPCR, using the same RNA that was used for the microarray. The first strand cDNA was synthesized from 5 μg total RNA from each sample using RevertAid First Strand cDNA Synthesis Kit (Fermentas, USA) according to the manufacturer’s instructions. Rice *actin1* gene was used as the internal control for RT-qPCR analysis. All primers for the candidate genes and *actin1* were designed by the Primer3 program (http://redb.ncpgr.cn/modules/redbtools/primer3.php) and are shown in Additional file 11: Table S6. And then RT-qPCR was performed with an ABI StepOne Real-Time PCR System (Applied Biosystems, USA) using a SYBR Premix Ex Taq Kit (TaKaRa, Japan). The relative expression level was normalized and quantified using a ^△△^CT method. The PCRs were conducted with the following program: an initial denaturation at 95 °C for 30s, followed by 40 cycles of 95 °C for 10 s, 56 °C for 30 s, and 72 °C for 15 s. After the amplification steps, the melting curve was determined for each primer pair to verify that only one specific product had been amplified. Three replicates were performed for each sample. The significant differences of expression level between the CMS line and maintainer line were evaluated using Student's *t* test (* *p* < 0.05; ** *p* < 0.01).

### Inferring sterility associated co-expression gene network modules

The highly co-expressed gene modules were inferred from all the probe sets using the weighted gene co- expression network analysis (WGCNA) package in R [49, 50]. An adjacency matrix was generated based on a pairwise Pearson’s correlation coefficient (PCC) between two genes across all samples. WGCNA network construction and module detection was conducted using an unsigned type of topological overlap matrix (TOM), a power β of 14, a minimal module size of 30, and a branch merge cut height of 0.25. The module eigengene (ME, the first principal component of a given module) value was calculated and used to evaluate the association of modules with male sterility in the 4 samples. The most significant module was visualized using Cytoscape 3.1.1 [51] and was also analyzed using the Cytoscape plugin Network Analyzer [52].

## Abbreviations

ALDH, aldehyde dehydrogenase; ANOVA, analysis of variance; CHS, chalcone synthase; CMS, cytoplasmic male sterility; D, Dissi; DA, dwarf-wild-abortive; DEGs, differentially expression genes; FDR, false discovery rate; GO: gene ontology; HL, Honglian; HSP, heat shock protein; ID, Indonesia paddy; MB, Meixiang B; MS2, male sterility protein 2; ORF, open reading frame; PMEI, invertase/pectin methylesterase inhibitor; RAP-DB, rice annotation project-database; RFLP, restriction fragment length polymorphism; RGAP, rice genome annotation project; RMA, robust multichip analysis; ROS, reactive oxygen species; RT-qPCR, reverse transcriptase quantitative PCR; SSR, simple sequence repeat; WA, wild abortive; XQZ-A, Xieqingzao-A; ZD, Zidao; ZS97-A, Zhenshan97-A

## Additional files

Additional file 1: Figure S1. Cytological observation of pollen morphology. Upper, the anther phenotypes of the three CMS lines (A, XQZ-A/MB, B, ZS97-A/MB, C, D62-A/MB) and the maintainer line Meixiang B (D), bar =1 mm. Lower, 1 % I2-KI staining of the pollen grains of the three CMS lines (E, XQZ-A/MB, F, ZS97-A/MB, G, D62-A/MB) and the maintainer line Meixiang B (H), bar =20 μm. (PDF 147 kb) Additional file 2: Figure S2. Venn diagram of DEGs in the three CMS lines. Among these genes, 114 DEGs were shared in all the CMS lines. The numbers of specifically expressed genes in each CMS line were 45 (XQZ-A/MB), 158 (ZS97-A/MB) and 219 (D62-A/MB), respectively. (PDF 49 kb) Additional file 3: Figure S3. All the expression patterns of the 622 DEGs in the three CMS lines and the maintainer line MB. (PDF 68 kb) Additional file 4: Table S1. The expression patterns and annotations of 622 DEGs identified in each of the three CMS lines. (XLSX 141 kb) Additional file 5: Table S2. The shared 114 DEGs in the three CMS lines compared with maintainer line (MB). (XLSX 186 kb) Additional file 6: Figure S4. GO analysis of the 622 DEGs in the three CMS lines. (A) GO enrichment of biological process; (B) GO enrichment of Molecular function. (PDF 316 kb) Additional file 7: Table S3. The down-regulated and up-regulated DEGs in both sporophytic and gametophytic CMS lines. (XLS 152 kb) Additional file 8: Table S4. The shared mitochondrial DEGs in both sporophytic and gametophytic CMS lines. (XLS 254 kb) Additional file 9: Table S5. Genes in the two modules 'yellow' and 'brown' were analyzed by weighted gene co- expression network analysis (WGCNA). (XLSX 315 kb) Additional file 10: Figure S5. The process of construction of alloplasmic male sterile lines. (PDF 64 kb) Additional file 11: Table S6. List of primers used for SSR, RT-qPCR and Southern blotting analysis.

# Supplementary material for: Comparative transcript profiling of alloplasmic male-sterile lines revealed altered gene expression related to pollen development in rice (Oryza sativa L.)
**Source:** BMC Plant Biol. 2016 Aug 5;16:175. doi: 10.1186/s12870-016-0864-7
**Supplement:** Additional file 1: Figure S1. — Cytological observation of pollen morphology. Upper, the anther phenotypes of the three CMS lines (A, XQZ-A/MB, B, ZS97-A/MB, C, D62-A/MB) and the maintainer line Meixiang B (D), bar =1 mm. Lower, 1 % I2-KI staining of the pollen grains of the three CMS lines (E, XQZ-A/MB, F, ZS97-A/MB, G, D62-A/MB) and the maintainer line Meixiang B (H), bar =20 μm.

XQZ-A/MB

ZS97-A/MB

D62-A/MB

Meixiang-B

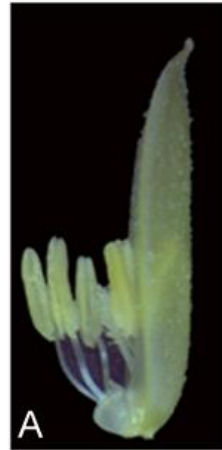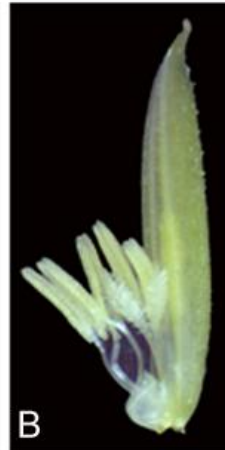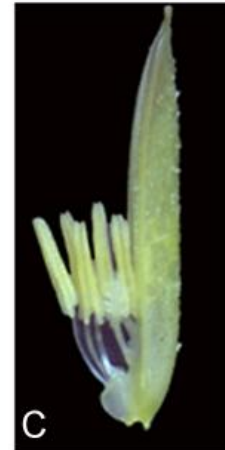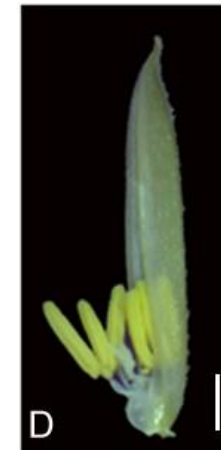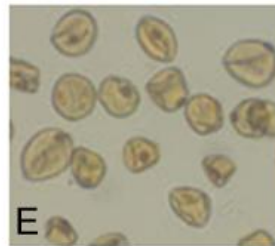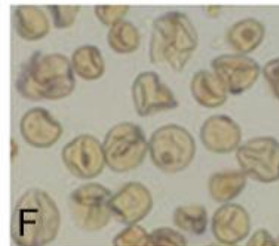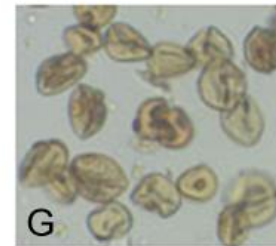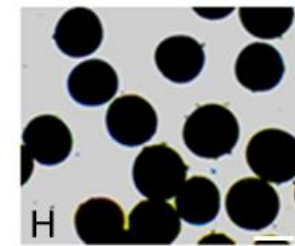

Fig. S1. Cytological observation of pollen morphology. Upper, the anther phenotypes of the three CMS lines (A, XQZ-A/MB, B, ZS97-A/MB, C, D62-A/MB) and the maintainer line Meixiang B (D), bar =1mm. Lower, 1% I₂-KI staining of the pollen grains of the three CMS lines (E, XQZ-A/MB, F, ZS97-A/MB, G, D62-A/MB) and the maintainer line Meixiang B (H), bar =20μm.

# Supplementary material for: Comparative transcript profiling of alloplasmic male-sterile lines revealed altered gene expression related to pollen development in rice (Oryza sativa L.)
**Source:** BMC Plant Biol. 2016 Aug 5;16:175. doi: 10.1186/s12870-016-0864-7
**Supplement:** Additional file 2: Figure S2. — Venn diagram of DEGs in the three CMS lines. Among these genes, 114 DEGs were shared in all the CMS lines. The numbers of specifically expressed genes in each CMS line were 45 (XQZ-A/MB), 158 (ZS97-A/MB) and 219 (D62-A/MB), respectively.

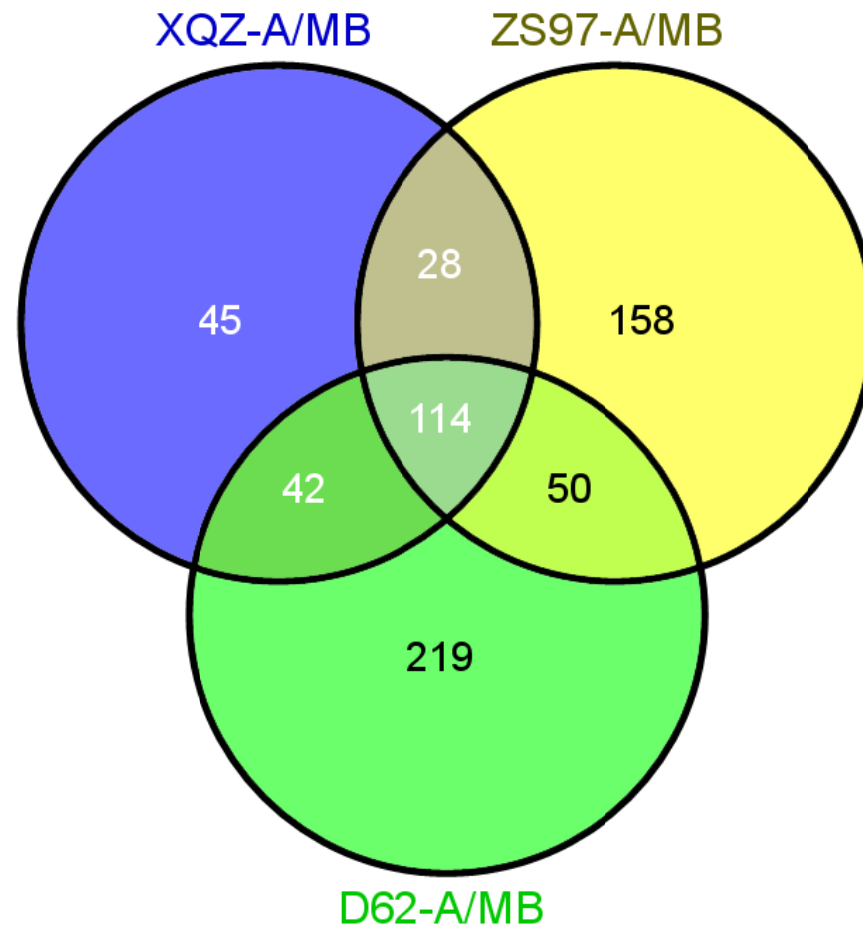

Fig. S2. Venn diagram of DEGs in the three CMS lines. Among these genes, 114 DEGs were shared in all the CMS lines. The numbers of specifically expressed genes in each CMS line were 45 (XQZ-A/MB), 158 (ZS97-A/MB) and 219 (D62-A/MB), respectively.

# Supplementary material for: Comparative transcript profiling of alloplasmic male-sterile lines revealed altered gene expression related to pollen development in rice (Oryza sativa L.)
**Source:** BMC Plant Biol. 2016 Aug 5;16:175. doi: 10.1186/s12870-016-0864-7
**Supplement:** Additional file 6: Figure S4. — GO analysis of the 622 DEGs in the three CMS lines. (A) GO enrichment of biological process; (B) GO enrichment of Molecular function.

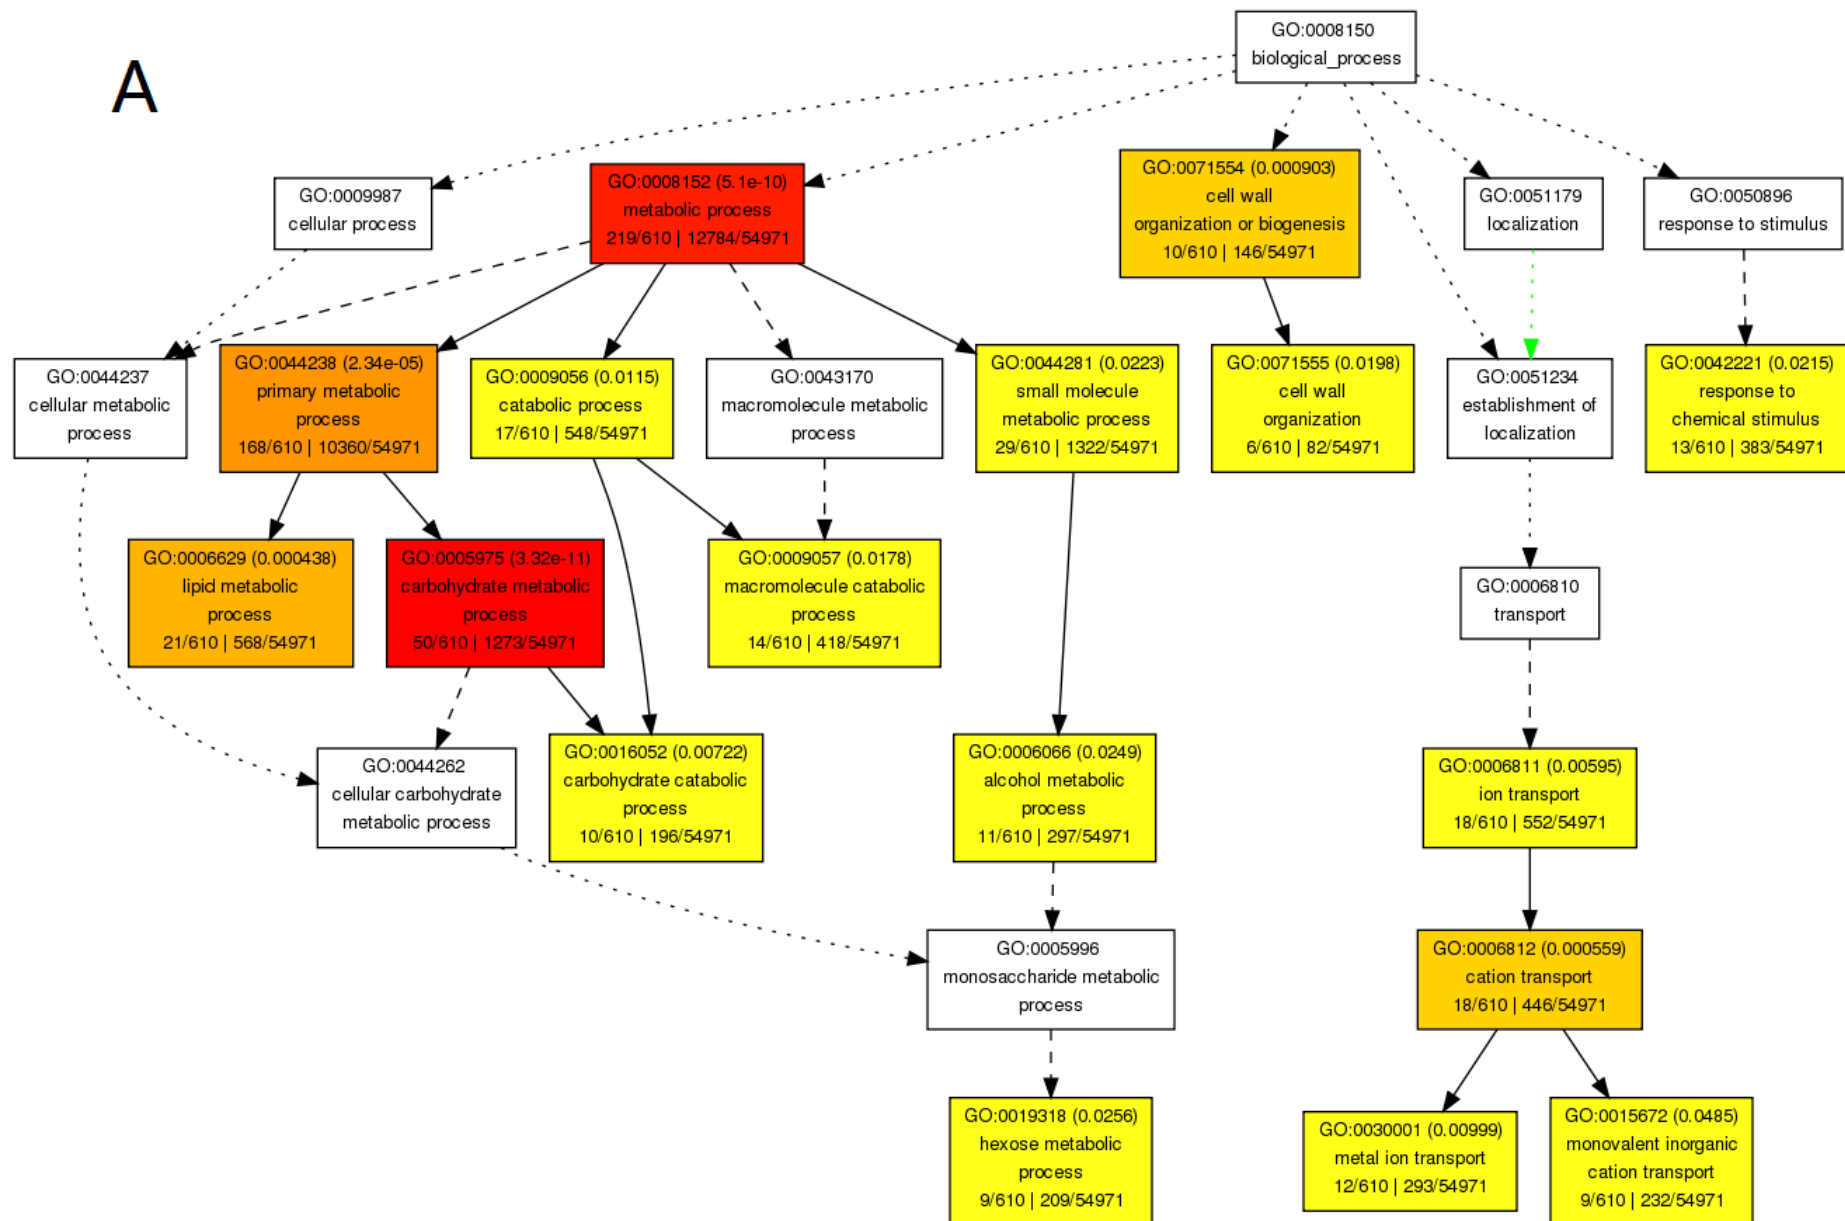

Fig. S4.

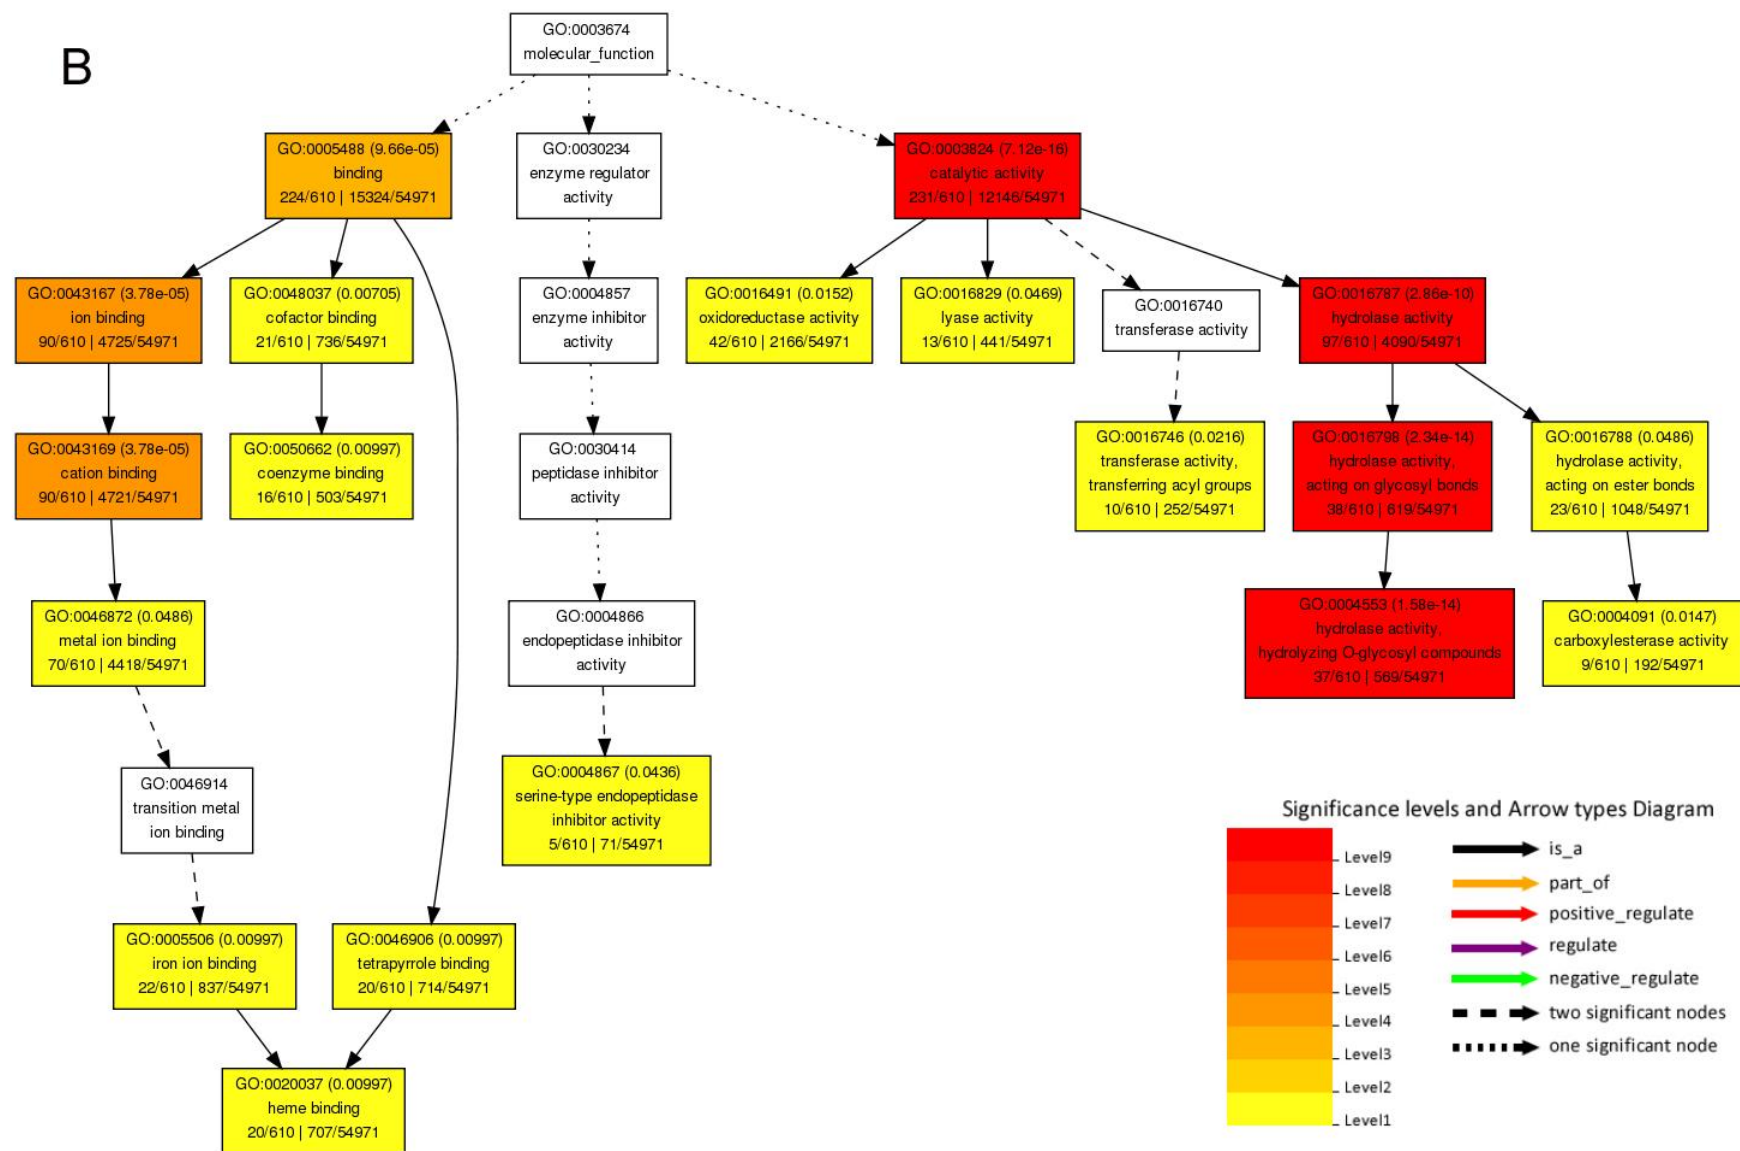

Fig. S4. GO analysis of the 622 DEGs in the three CMS lines. (A) GO enrichment of biological process; (B) GO enrichment of Molecular function.

How the deposited data were processed for this re-analysis (not part of the article)

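RNA of XQZ-A/MB, ZS97-A/MB, D62-A/MB and the maintainer line Meixiang B (MB) was measured on 8 arrays, 2 per line. The paper gives the tissue as anthers and the labels as young panicles, and which of these was hybridized is not known here. The intensities were made by the authors before deposition: the labels name MAS5, whose version is not given, and the paper's methods name Robust Multichip Analysis with log transformation. The values as deposited are linear, and the arrays of replicate 2 have higher medians than those of replicate 1. A further deposited table holds 98 control probe sets more and was otherwise equal (largest difference 0), so no alternative was computed from it. With 2 arrays per line, the number of arrays limits the precision of every value.

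Intensities below 16 were set to 16 and transformed to log2. The 15351 probes at 16 on all arrays carry no change. The unpaired fit used limma 3.58.1 in R 4.3.3 with a coefficient per line, empirical Bayes moderation and Benjamini-Hochberg adjustment over all probes, with 4 residual degrees of freedom. Its prior degrees of freedom were 0.32, since probes held at the floor have no spread. Contrasts were each CMS line against MB, the mean of the CMS lines against MB, ZS97-A/MB against the mean of the other CMS lines, and D62-A/MB against XQZ-A/MB. The thresholds were those of the paper's methods, an adjusted p under 0.01 and a 2-fold change. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for tables and figures.

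The replicate numbers were checked for pairing: the deviations of replicate 2 from replicate 1 correlated across probes by 0.738 to 0.846 in 6 of 6 pairs of lines. The replicate number as a term and the filter on dim probes had each been set before the data were examined, and so had all settings not described as chosen later. With the replicate number as a term and all probes, limma called 1 probe in the mean of the CMS lines (prior degrees of freedom 0.333). The paired fit joins the term with the 20416 probes of higher mean (lowest mean 14.89), with 3 residual and 3.96 prior degrees of freedom, and was chosen after seeing that the unpaired fit and the term alone called almost nothing. On simulated data with 100 probes changed 2-fold, the paired fit recovered 48% in the mean of the CMS lines and 31% in ZS97-A/MB, and the unpaired fit 0%. Values within a replicate number are log2 ratios between arrays of that number.

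Probes were tied to genes through the probe coordinates and the RefSeq annotation: 436 probes lay in several genes and 25101 in none, and these were not named. Of several probes of a gene (607 genes), the probe with the highest mean represents it. Genes named are those that the paper names, the members of fixed gene lists, and the first 10 genes per contrast and direction by fold change among those called. For this last part the paired fit was used in place of the unpaired fit, only genes with a symbol were counted, and a like sign in both replicate numbers replaced the condition that groups of arrays do not overlap. The values of the paper's genes had been seen in its tables. Other genes named (ABA8OX1, ABA8OX2, ACLA-2, ACLB-1, APX1, bHLH, CESA6, CYP90D2, EXPA2, EXPA7, HAK27, HOX14, HSFA2A, IPP, MHZ4, NCED3, OsPM19L1, OsPP2C21, OsWRKY62, OsYSL2, PAL06, pla2-II, SUS2, SWEET11 and SWEET15) were chosen after their values were seen.

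The gene lists set before the data were examined are MADS-box factors, WRKY factors, alternative oxidase, anther sugar supply, meiosis, tapetum regulators, tapetum effectors, pollen exine and anther cuticle, stamen and lodicule MADS, lemma and palea MADS, and carpel and ovule genes. Of their 53 members set by identifier, 21 could be tied to a probe, and for late pollen MADS genes 0 could. Of 15 lists set by words in the annotation, the symbols gave members for WRKY factors (6), MADS-box factors (24), lipid transfer proteins (1) and pectin enzymes (1). The symbol families were set after the annotation was seen. Lists of at least 3 genes were tested in the mean of the CMS lines with limma's camera at its preset correlation, adjusted over the lists, with an estimated correlation, and with fry. On simulated lists, camera at its preset correlation found a lowered list, and 1 of 20 unchanged lists passed 0.05. The simulated genes varied independently of each other, so this could not show false positives from correlated genes. With an estimated correlation and adjustment over the lists, 0 lists passed 0.05.

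Overlaps between lines were set beside 50 simulated sets of unchanged lines that share the MB arrays. The printed fold changes of Table S1 were compared with all probes within 0.005 log2 units. This match was made after the data were examined, it was used for counts only, and no gene was named from it. Alternatives were quantile normalization, the filter, no floor with 1 added, other thresholds, the t test of the paper's methods, only the lines compared, a mean-variance trend, exchanged labels, the mean of a gene's probes, and each array left out in turn. Fits that leave out an array assume that the remaining array of that line varies like the other lines. RT-qPCR and sequence data of the paper were not used here.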

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

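Of the tests in this part, only the comparison of rank correlations over the brightest probes was set before its result was seen, and the others were chosen afterwards.

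Arrays with the same replicate number resembled each other more than arrays of the same line. Array-wide scaling is argued against as the whole cause, because rank correlations over all probes without a floor, which scaling leaves as they are, were at least 0.966 within replicate numbers and at most 0.923 within lines. A part from it stays open, since after quantile normalization with the floor the lowest linear correlation within replicate numbers (0.921) lay under the highest within lines (0.923). Background at dim probes is argued against as the whole cause, since over the brightest 10208 probes 8 of 8 arrays were still nearest to an array of the same replicate number. A part from background stays open, since there the lowest correlation within replicate numbers (0.773) lay under the highest within lines (0.835). A different stage or tissue in the collections also stays open. For this, 12 genes were taken as anther genes, among them Os1bglu4 and the stamen and lodicule genes OsMADS2, OsMADS4 and OsMADS16. In MB, their replicate difference had a median of 0.61 relative to all probes, with 4 genes over 2-fold above and 0 over 2-fold below. The share of all probes beyond 2-fold was not counted. TDR and PTC1, among the 12, each had 1 MB array at the floor, so their differences are lower bounds. The median of 4 lemma and palea genes was -0.37.

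The columns of Table S1 for XQZ-A/MB and D62-A/MB match arrays labelled with the other name. With these columns exchanged, 588 of 620 rows matched a probe in all 3 lines, and every other arrangement of the lines matched between 0 and 4 rows. An exchange between the table and the array labels is consistent with the 588 matches, and whether the table or the labels carry the names of the plants cannot be decided from these files. The paper's Table S3 heads its columns with the sample codes A1, A2 and A3. Its values under A1 are those the paper's Table 2 prints for XQZ-A/MB and under A3 those for D62-A/MB in most of the shared genes, while the array labels give A1 to D62-A/MB and A3 to XQZ-A/MB. The codes therefore agree and the line names do not. Of the paper's genes tied by identifier, 51 of 57 values in 19 genes matched within 0.005 with the names exchanged and on plain log2 intensities with no floor, 2 choices made together. No biological explanation was tested for this pattern.

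Of the genes known from anthers, OsC6 (-4.20) and OsC4 (-3.07), which the paper does not discuss, were below MB on all 6 CMS arrays. Array-wide scaling is argued against, because OsC6 was at -4.07 after quantile normalization. A smaller share of stamen tissue in the CMS samples stays open: the stamen and lodicule genes OsMADS2, OsMADS4 and OsMADS16 had a median of -0.65, less than the change of OsC6, with OsMADS16 past 2-fold and 3 genes too few to decide. This median is the value of OsMADS4, which lay at the floor on all 6 CMS arrays, so its true fall may be larger. The biological explanation that the design gives, sterility of the CMS lines, stays among the open ones and was not tested.

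GLU15 (-2.81) and HSFA4D (1.53) in the mean of the CMS lines are further signals in genes that the paper does not discuss.

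In ZS97-A/MB against the mean of the other CMS lines, 14 named genes differed by more than 2-fold at an adjusted p under 0.05 in the paired fit, and 0 at 0.01. Higher in ZS97-A/MB were XBOS36 (1.55), Nramp1 (1.47), bHLH063 (1.46), bHLH (1.44), CML5 (1.42), HAK5 (1.41), OsPP2C21 (1.29), OsPM19L1 (1.20), IPP (1.19), AOX1a (1.18), PAL06 (1.11) and OsYSL2 (1.07). WRKY76 (-1.28) and EXPB4 (-1.27) were lower.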

How the results depend on the processing

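Most counts of called probes changed with the processing. The replicate block joined with another choice, plain log2 intensities, the counts of the paired fit and the families were chosen after seeing the data, and the other alternatives before. The cause of the changes was not tested, apart from leaving out arrays and filters, which change the number of arrays or probes by construction. In fits and counts without the replicate term, leaving out an array also leaves the replicate numbers unbalanced between the lines.

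The unpaired fit called 1 probe in each CMS line and in all 3 lines, 2 in the mean of the CMS lines, and 0 between CMS lines. In the order D62-A/MB, ZS97-A/MB, XQZ-A/MB, mean of the CMS lines and all 3 lines, quantile normalization gave 2, 2, 3, 7 and 2. With only the probes of higher mean, with no floor, with a mean-variance trend, with plain log2, and with the block on probes above the floor, it gave 0 in each. The t test gave 0, 0, 0, 5 and 0, and a fit on only the lines compared gave 0 in each line and in all 3. The replicate block alone gave 1 in the mean of the CMS lines. An adjusted p under 0.05 with 2-fold gave 3 in D62-A/MB, 5 in ZS97-A/MB, 5 in XQZ-A/MB and 3 in all 3 lines, and with no fold limit 8, 14, 10, 13 and 8. A 2-fold change with no test gave 780, 1031, 1037, 706 and 377.

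In the same order, the block with the probes of higher mean (the paired fit) gave 6, 333, 421, 367 and 4. The block with no floor gave 44, 247, 405, 352 and 37, and with plain log2 111, 385, 524, 465 and 80. The block with quantile normalization and the probes of higher mean gave 71 in ZS97-A/MB, 259 in XQZ-A/MB and 229 in the mean, and of these 20, 35 and 30 were higher than MB (174, 63 and 76 in the paired fit). Between ZS97-A/MB and the other CMS lines, the count of 0 became 3 with no fold limit, 335 with no test and 5 with the block on plain log2. Between D62-A/MB and XQZ-A/MB, it became 368 with no test, and 1 with the block on no floor or on plain log2.

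At an adjusted p under 0.05, the paired fit called 409 probes in D62-A/MB, 869 in ZS97-A/MB, 817 in XQZ-A/MB, 623 in the mean, 247 in all 3 lines, 210 between ZS97-A/MB and the other CMS lines and 11 between D62-A/MB and XQZ-A/MB. Of the rows of Table S1 matched by value, the unpaired fit called 1, the paired fit 198 and the block on plain log2 223.

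With each array left out in turn, the unpaired fit called 1 to 74 probes in D62-A/MB, 1 to 77 in ZS97-A/MB, 2 to 76 in XQZ-A/MB, 1 to 83 in the mean, 1 to 69 in all 3 lines, 0 to 15 between ZS97-A/MB and the other CMS lines and 0 to 11 between D62-A/MB and XQZ-A/MB. In the same order the paired fit called 0 to 148, 0 to 345, 0 to 498, 0 to 404, 0 to 116, 0 to 47 and 0 to 112, and the 2-fold counts ran from 780 to 3132, 1031 to 4031, 1037 to 2965, 699 to 3147, 289 to 1838, 335 to 1669 and 368 to 2136. Leaving out MB replicate 1 gave the highest unpaired counts against MB. Leaving out D62-A/MB replicate 1 gave the highest paired counts (replicate 2 gave the same in ZS97-A/MB and XQZ-A/MB), except for all 3 lines, where it was MB replicate 1.

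The p of the MADS-box list, 0.0430, was 0.0204 after quantile normalization and ran from 0.0141 to 0.102 with arrays left out. The p of the stamen and lodicule MADS list, 0.00784, was 0.148 with an estimated correlation, 0.0710 with an estimated correlation in the paired fit and ran from 7.75e-05 to 0.0217 with arrays left out. Fry, which tests a list against no change and not against other genes, gave 0.122 for it. The p of the tapetum regulators ran from 0.00104 to 0.856.

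The unpaired fit called no named gene, so its alternatives say little about their stability. Of 128 calls of named genes by the paired fit, each ended in at least 4 of 8 fits with 1 array left out. Without D62-A/MB replicate 1 or replicate 2, 118 were kept, and without MB replicate 1, 49. Without MB replicate 2 there were 4 left, without XQZ-A/MB replicate 1 there were 2, and without its replicate 2 or either array of ZS97-A/MB there were 0. No change behind these calls turned its sign in these fits. The 8 fits are not 8 separate checks. Leaving out either array of a line leaves its other array fitted exactly, so both fits share 1 estimate of the spread. For a comparison that does not use that line, both fits are the same. For lists, 226 kept both, 9 passed only under the alternative and 31 no longer passed. Probes near the floor limit what the arrays can show: 42.5% to 65.2% of the probes of an array lay at or below 16.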

Differences from the paper's values

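The paper counts 1697 probes with at least 2-fold change in ZS97-A/MB, and 1031 were found here. Of the alternatives set before the data were examined, the values fell within 1.5 times the paper's with no floor (1275), without ZS97-A/MB replicate 1 (2457) and without MB replicate 2 (1983), and not under the others. Plain log2 intensities, chosen after seeing the values, gave 1401. Counts with an array left out include the difference between the replicate numbers, which are then unbalanced between the lines. Their nearness to the paper's counts therefore carries no weight. The paper counts 1481 probes in D62-A/MB, and 780 were found here. This came within 1.5 times the paper's count with the labels of D62-A/MB and XQZ-A/MB exchanged (1037, while XQZ-A/MB then moved from 1037 to 780, out of that range of the paper's 1187), without D62-A/MB replicate 1 (1687) and without MB replicate 2 (1654), and not under the other alternatives set beforehand, and plain log2, chosen after seeing the values, gave 991.

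The paper's count of differentially expressed genes in any CMS line is 622, and the unpaired fit at the same thresholds called 1 probe. The counts of calls found here are of probes, many of which lie in no annotated gene. They are therefore not like for like with the paper's counts of annotated genes. No alternative set before the data were examined came within 1.5 times 622 (a 2-fold change with no test gave 1752). The paired fit gave 600, the replicate block with no floor 526 and with plain log2 726, all chosen after seeing the values. Of the 586 genes of the paper's table matched by value, these did not call 280, 330 and 251 in any line. The paper's count of genes shared by the CMS lines is 114, and the unpaired fit called 1. No alternative set beforehand came within 1.5 times 114 (without MB replicate 1 it was 69, and 377 with no test). The block with plain log2, chosen after seeing the values, gave 80 and did not call 70 of 106 matched genes of the paper's shared list.

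The following are log2 ratios to MB, the paper's first and the value found here after it. The alternatives set beforehand were quantile normalization, no floor, exchanged labels and the mean of a gene's probes, and plain log2 was chosen after seeing the values. Those not named for a gene still differed.

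For genes whose difference closed with exchanged labels, the paper's values and those found here were as follows. WRKY76 was 0.87 and 1.70 in D62-A/MB, and 1.70 and 0.87 in XQZ-A/MB. ICL was 1.38 and -0.57 in D62-A/MB, and -0.57 and 1.38 in XQZ-A/MB. DL was -1.11 and -0.43 in D62-A/MB, and -0.43 and -1.11 in XQZ-A/MB. Os3bglu8 was -2.73 and -1.73 in D62-A/MB (-2.66 with exchanged labels), and -1.73 and -2.66 in XQZ-A/MB. APX6 was -0.94 and -0.57 in D62-A/MB, and -0.57 and -0.94 in XQZ-A/MB. For the next genes the difference went beyond the replicate spread in XQZ-A/MB. There IAA9 was -0.73 in the paper and -2.12 here, CML16 -0.96 and -1.56, CML5 -0.58 and -1.27, APX2 -0.93 and -1.15, Os5bglu22 0.23 and 1.21 (0.19 with exchanged labels), and MFT1 -1.17 and -1.76. In D62-A/MB, IAA9 was -3.10 in the paper and -0.73 here, CML16 -1.56 and -0.96, CML5 -1.27 and -0.58, and APX2 -1.15 and -0.93, each within the larger spread of that line, and Os5bglu22 and MFT1 follow below.

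For other genes the exchange did not close the difference, or did so beside other settings. GSTU6 was 1.91 and -0.071 in D62-A/MB, 3.38 and -0.17 in ZS97-A/MB, and 1.38 and 0.51 in XQZ-A/MB, under no alternative closer than its spread. MRE11 was 0.86 and 0.73 in D62-A/MB. Quantile normalization came closest (0.84), just outside the small replicate spread of that line, so no alternative closed the difference by this rule. In ZS97-A/MB it was 0.74 and 0.42 (0.63 with no floor and 0.67 with plain log2). In XQZ-A/MB it was 0.69 and 0.41 (0.55 with quantile normalization, 0.62 with no floor, 0.66 with plain log2 and 0.73 with exchanged labels). WRKY76 in ZS97-A/MB was -0.016 and 0.00040 (-0.0087 with no floor and -0.016 with plain log2). It was counted as different by its sign alone, since both values are near 0 and their gap lies within the replicate spread. APX6 in ZS97-A/MB was -1.45 and -1.16 (-1.45 with plain log2). Os1bglu4 was -2.81 in D62-A/MB and -2.38 in XQZ-A/MB in the paper, and -1.97 or below in both here, since all 6 CMS arrays were at the floor (in XQZ-A/MB -2.01 with quantile normalization and -2.68 with no floor). Os5bglu22 was 1.73 and 0.19 in D62-A/MB, and 0.20 and 0.00 in ZS97-A/MB (0.20 with plain log2), and MFT1 was -1.91 and -1.17 in D62-A/MB, with no closing alternative among those set beforehand. Exchanged labels on plain log2 intensities, a combination chosen after seeing the values, gave 1.73 for Os5bglu22, -1.91 for MFT1 and -2.81 for Os1bglu4 in D62-A/MB, and -2.38 for Os1bglu4 in XQZ-A/MB.

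TDR, which the paper's Table 2 lists, was -1.918 in XQZ-A/MB, -2.015 in ZS97-A/MB and -2.442 in D62-A/MB in the paper, and -0.86, -0.73 and -0.86 here, with 5 of 6 CMS arrays at the floor. No floor (-2.18, -1.45 and -1.78) came within the spread and 1.5 times of the paper's, and quantile normalization, exchanged labels and the mean of a gene's probes did not. Plain log2, chosen after seeing the values, gave -2.39, -1.56 and -1.92, and with exchanged labels as well -1.92, -1.56 and -2.39 in the same order.

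Of 57 values in 19 genes of Table S1, 29 differed and 28 did not, with 5 of opposite sign. A value counted as different if its sign turned or its gap passed the replicate spread. WRKY76 in ZS97-A/MB is among the 29 and the 5 by its sign alone, with both values near 0. With exchanged labels 12 differed, with no floor or plain log2 25, and with quantile normalization or the mean of a gene's probes 29. With exchanged labels on plain log2 intensities, 51 matched within 0.005, and the others were the 3 values of GSTU6 and the 3 of MRE11.

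The paper states that a glutathione S-transferase gene was high in all CMS lines, and the probe tied to GSTU6 was at or below MB in D62-A/MB and ZS97-A/MB here, but its values match the paper's on no arrangement of the lines, so the tie to the paper's gene is uncertain. It states that WRKY76 was up-regulated in the CMS lines, and in ZS97-A/MB the change here was 0.00. It assigns the higher ICL and the lower IAA9 and clusters 2, 6, 9 and 20 to D62-A/MB, and these were found on the arrays labelled XQZ-A/MB. It states that AOX1a was up-regulated in all CMS lines: the change was above 0 in each line here, and passed the threshold in ZS97-A/MB only. It describes cluster 14 as higher in ZS97-A/MB, where the matched probes had a median of 1.42. Cluster rows were matched to probes by the printed fold changes. The directions of clusters 2, 6, 9, 14 and 20 therefore follow from the match and are no independent check.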

Other observations

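The tests in this part were all chosen after their results were seen, apart from the gene lists named as set before the data were examined.

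The metal transport genes Nramp1 and OsYSL2 were higher in ZS97-A/MB than in the other CMS lines, with adjusted p of 0.0147 and 0.0313, short of 0.01. Whether Nramp1 is the gene that the paper calls Nramp6 was not examined. Of 9 genes of the iron deficiency response, 5 were tested by the paired fit, with a median log2 difference of 1.07, 0 called over all probes by limma, 3 at an unadjusted p under 0.05 and 3 higher when adjusted over the list alone. Nramp1, OsYSL2 and bHLH063 were higher, while IRT1 (-0.22) and NAS2 (-0.14) were lower. A joint rise of the response was tested with camera, whose adjusted p was 0.121 in the paired fit and 0.0111 in the unpaired fit after quantile normalization, and the explanation stays open. Of 21 potassium transporters, 17 were tested, with a median of 0.14 in this comparison (adjusted p = 0.622, and on the lower side with a median of 0.00 after quantile normalization). In the mean of the CMS lines their median was -0.03 with 0 called (4 at an unadjusted p under 0.05), and the largest change was that of HAK27 (1.04, adjusted p = 0.0507). The iron genes had an adjusted p of 0.142 there, with bHLH063 called. Expansins were lower in ZS97-A/MB than in the other CMS lines, with a median of -0.09 and an adjusted p of 0.00771 in the paired fit (0.190 after quantile normalization in the unpaired fit, and 0.575 with an estimated correlation in the paired fit).

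In each CMS line, genes were counted that lay at least 2-fold from the mean of the other CMS lines and MB. The difference had to reach 2-fold in the same direction in both replicate numbers. Such genes numbered 10 in D62-A/MB, 69 in ZS97-A/MB and 136 in XQZ-A/MB, of 11394 genes, as the arrays are labelled. The paper's nuclear substitution rates are 88.2%, 86.0% and 97.6% in the same order. With the names of D62-A/MB and XQZ-A/MB exchanged, 136 stands beside 88.2% and 10 beside 97.6%. If donor chromosome segments left by backcrossing were the source, such genes would be neighbours on a chromosome more often than in shuffles. Pairs within 3 genes of each other numbered 0 in D62-A/MB, 3 in ZS97-A/MB and 3 in XQZ-A/MB, where 1000 shuffles within chromosomes gave means of 0, 1.17 and 4.74 and upper percentile limits of 0, 3 and 10. Donor segments as a source can neither be shown nor excluded with these counts.

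In the other lists of floret tissue set before the data were examined, 1 gene was called in the mean of the CMS lines by limma. It is OsMADS16 of the stamen and lodicule genes, of which 3 of 3 were lower, 3 had an unadjusted p under 0.05 and 1 was called when adjusted over the list alone. Their median was -0.65, with a camera adjusted p of 0.0186 in the paired fit (0.201 with an estimated correlation). OsMADS2 had -0.34 (adjusted p = 0.170), and OsMADS4 had -0.65 (adjusted p = 0.117) with all 6 CMS arrays at the floor, so that its change is -0.65 or below. Of 4 lemma and palea genes, 2 were higher and 2 lower, with 0 called (1 at an unadjusted p under 0.05), 0 adjusted over the list alone and a median of -0.07. Camera placed them on the higher side in the unpaired fit (adjusted p = 0.937) and on the lower side after quantile normalization and in the paired fit (0.831). Of the carpel and ovule genes, DL had -0.73 (adjusted p = 0.0119) and OsMADS21 lay at the floor on nearly all arrays. Of the meiosis genes, MEL1 had -0.13 (adjusted p = 0.735) and PAIR1 lay at the floor on all arrays. Of the sugar supply genes, OsSUT1 had -0.38 (adjusted p = 0.107) and OsINV4 was too dim for the paired fit. These 3 lists had 0 called over all probes and 0 adjusted over the list alone, and at an unadjusted p under 0.05 DL and OsSUT1.

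The probe tied to MRE11, a DNA repair gene that the paper measured by RT-qPCR, had a change of 0.52 (SE 0.11, adjusted p = 0.0344) in the mean of the CMS lines, with 0.43 within replicate 1 and 0.62 within replicate 2. Since 1 of 2 MB arrays lay at the floor, this rise is a lower bound, and on plain log2 intensities it was 0.98 in D62-A/MB, 0.67 in ZS97-A/MB and 0.66 in XQZ-A/MB. Its values match the paper's on no arrangement of the lines, so the tie to the paper's gene is uncertain. The MADS-box gene MADS30 had 1.24 (adjusted p = 0.0209), and NAC45 had 1.80 (adjusted p = 0.0410), and neither was called.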
